# Inhibition of the autophagic protein ULK1 attenuates axonal degeneration in vitro and in vivo, enhances translation, and modulates splicing

**DOI:** 10.1038/s41418-020-0543-y

**Published:** 2020-04-27

**Authors:** Björn Friedhelm Vahsen, Vinicius Toledo Ribas, Jonas Sundermeyer, Alexander Boecker, Vivian Dambeck, Christof Lenz, Orr Shomroni, Lucas Caldi Gomes, Lars Tatenhorst, Elisabeth Barski, Anna-Elisa Roser, Uwe Michel, Henning Urlaub, Gabriela Salinas, Mathias Bähr, Jan Christoph Koch, Paul Lingor

**Keywords:** Neuroscience, Neurological disorders, Experimental models of disease, Translational research

## Abstract

Axonal degeneration is a key and early pathological feature in traumatic and neurodegenerative disorders of the CNS. Following a focal lesion to axons, extended axonal disintegration by acute axonal degeneration (AAD) occurs within several hours. During AAD, the accumulation of autophagic proteins including Unc-51 like autophagy activating kinase 1 (ULK1) has been demonstrated, but its role is incompletely understood. Here, we study the effect of ULK1 inhibition in different models of lesion-induced axonal degeneration in vitro and in vivo. Overexpression of a dominant negative of ULK1 (ULK1.DN) in primary rat cortical neurons attenuates axotomy-induced AAD in vitro. Both ULK1.DN and the ULK1 inhibitor SBI-0206965 protect against AAD after rat optic nerve crush in vivo. ULK1.DN additionally attenuates long-term axonal degeneration after rat spinal cord injury in vivo. Mechanistically, ULK1.DN decreases autophagy and leads to an mTOR-mediated increase in translational proteins. Consistently, treatment with SBI-0206965 results in enhanced mTOR activation. ULK1.DN additionally modulates the differential splicing of the degeneration-associated genes *Kif1b* and *Ddit3*. These findings uncover ULK1 as an important mediator of axonal degeneration in vitro and in vivo, and elucidate its function in splicing, defining it as a putative therapeutic target.

## Introduction

In both traumatic and neurodegenerative disorders of the CNS, axonal degeneration occurs early in the disease course and frequently precedes neuronal cell death [1–4]. The regenerative capacity of CNS axons, however, is very limited [5]. Axonal pathology thus often leads to irreversible neurological deficits causing progressive disability. A better understanding of the underlying mechanisms raises the hope to develop novel therapeutic strategies [1, 6].

After focal traumatic injury to axons, sudden axonal disintegration named acute axonal degeneration (AAD) occurs within the first few minutes, extending for up to 500 µm on both sides of the lesion within several hours [7, 8]. During AAD, one of the first steps is rapid intra-axonal calcium influx leading to the activation of calpain proteases and macroautophagy (here, autophagy) [7, 8]. Inhibition of calcium channels and calpain successfully attenuate AAD [8–10]. The role of autophagy in axonal degeneration, however, remains not fully understood.

After optic nerve crush (ONC), application of the autophagy inhibitor 3-methyladenine (3-MA) led to the partial inhibition of AAD [11]. Recently, we demonstrated increased levels of autophagic proteins, including Unc-51 like autophagy activating kinase 1 (ULK1), early in degenerating axons after spinal cord injury (SCI) [12]. ULK1 is a key protein involved in the initiation of autophagy and has previously been shown to be implicated in neurite outgrowth in a kinase screen [13, 14]. Whether a modulation of ULK1 could be beneficial in blocking lesion-induced axonal degeneration has not been evaluated so far.

Therefore, in this study, we overexpress a dominant negative of ULK1 (ULK1.DN) [15] and investigate its effect on axonal degeneration in different models of axonal lesion in vitro and in vivo. In a translational approach, we additionally administer the small-molecule ULK1 inhibitor SBI-0206965 [16].

## Materials and methods

### Cloning and production of adeno-associated viral vectors

Cloning and production of AAV.ULK1.DN (corresponding to amino acids 829–1051 of ULK1, connected to an N-terminal myc-tag [15]) and AAV.CTRL was performed as reported previously [17]. In addition, AAV.EGFP [18, 19] was used in some in vivo experiments.

### Neuronal cell culture, viral transduction, and toxicity assay

Primary rat cortical neurons were prepared from embryonic day 18 rats as described before [10] and cultured in cortex medium composed of serum-free neurobasal medium supplemented with B-27, penicillin/streptomycin/neomycin, l-glutamine (all Thermo Fisher Scientific, Waltham, MA, USA), and transferrin (AppliChem, Darmstadt, Germany) at 37 °C and 5% CO_2_. On day in vitro (DIV) 1, cells were transduced with AAV.ULK1.DN and AAV.CTRL. Rapamycin (750 nM), staurosporine (30–300 nM), and SBI-0206965 (5 μM) or DMSO as control (all Sigma-Aldrich, St. Louis, MO, USA) were applied in selected conditions. For some experiments, medium samples were used for a bioluminescence-based toxicity assay (ToxiLight™, Lonza, Basel, Switzerland). Details of cell culture experiments can be found in the Supplementary Information (SI).

### Cell lysis and western blot analysis

Cortical neurons transduced with AAV.ULK1.DN and AAV.CTRL were lysed in lysis buffer composed of 0.5% (v/v) Nonidet P-40, 20 mM HEPES, 300 mM NaCl (all AppliChem), 5 mM EDTA, 1 mM dithiothreitol (both Sigma-Aldrich), plus protease inhibitor (cOmplete™), and phosphatase inhibitor (PhosSTOP™, both Roche, Basel, Switzerland). The protein content of each sample was determined using Pierce^TM^ bicinchoninic acid assay kit (Thermo Fisher Scientific).

Western blot analysis was performed using the following primary antibodies: rabbit anti-thousand and one amino acid protein kinase 1 (anti-TAOK1, 1:1000, ab52097, Abcam, Cambridge, UK), mouse anti-microtubule-associated protein 1 light chain 3B (anti-LC3, 1:1000, 5F10, nanoTools, Teningen, Germany), mouse anti-β-tubulin (1:80,000, T4026), rabbit anti-p62 (1:2000, P0067), rabbit anti-ULK1 (1:1000, A7481, all Sigma-Aldrich), rabbit anti-ULK2 (1:500, MBS9610206, MyBioSource, San Diego, CA, USA), mouse anti-eukaryotic translation initiation factor 4E binding protein 1 (anti-4E-BP1, 1:200, AHO1382, Thermo Fisher Scientific), rabbit anti-mammalian target of rapamycin (anti-mTOR, 1:1000, 04-385, Merck, Darmstadt, Germany) or mouse anti-mTOR (1:1000, 4517, Cell Signaling Technology, Danvers, MA, USA), rabbit anti-autophagy-related protein 5 (anti-ATG5, 1:500, AP1812b, Abgent, San Diego, CA, USA), mouse anti-glyceraldehyde 3-phosphate dehydrogenase (anti-GAPDH, 1:5000, 5G4, Hytest Ltd., Turku, Finland), rabbit anti-autophagy-related protein 7 (anti-ATG7, 1:400, 2631S), rabbit anti-caspase 3 (1:500, 9662), rabbit anti-myc-tag (1:1000, 2272), rabbit anti-AMP-activated protein kinase alpha (anti-AMPKα, 1:1000, 2532) or mouse anti-AMPKα (1:1000, 2793), rabbit anti-p-AMPKα (1:1000, 2535), rabbit anti-p-mTOR (1:1000, 5536), mouse anti-S6 ribosomal protein (anti-S6, 1;1000, 2317), rabbit anti-phospho-S6 (anti-p-S6, 1:1000, 2211), rabbit anti-phospho-4E-BP1 (anti-p-4E-BP1, 1:250, 2855), rabbit anti-p21 (RAC1) activated kinase 2 (anti-PAK2, 1:1000, 2608S, all Cell Signaling Technology).

This was followed by incubation with the following corresponding horseradish peroxidase (HRP)-coupled secondary antibodies: horse anti-mouse HRP (1:1000, 7076P2), goat anti-rabbit HRP (1:1000, 7074P2, both Cell Signaling Technology). Alternatively, the following fluorescent antibodies were used: donkey IRDye 680RD anti-rabbit (1:5000, 925-68073), donkey IRDye 680RD anti-mouse (1:5000, 926-68072), goat IRDye 800CW anti-rabbit (1:10,000, 926-32211), goat IRDye 800CW anti-mouse (1:10,000, 926-32210, all LI-COR-Biosciences, Lincoln, NE, USA).

Details of cell lysis and western blotting procedures can be found in the SI.

### RNA isolation, RNA-seq, differential exon, and gene expression analyses

Cortical neurons transduced with AAV.ULK1.DN and AAV.CTRL were lysed with TRI-reagent (Sigma-Aldrich) for total RNA extraction.

Quality and integrity of RNA was assessed with the Fragment Analyzer (Advanced Analytical, Santa Clara, CA, USA) by using the standard sensitivity RNA Analysis Kit (DNF-471, Advanced Analytical). All samples selected for sequencing exhibited an RNA integrity number over 8. RNA-Seq libraries were produced using 500 ng total RNA and the TruSeq RNA Library Preparation Kit v2 (set A; 48 samples, 12 indexes, Illumina, San Diego, CA; Cat. no. RS-122-2001). Specifically, after first optimization of the ligation step by diluting the adapters concentration to increase ligation efficiency (>94%), the number of PCR cycles (ten cycles) was reduced to avoid PCR duplication artifacts as well as primer dimers in the final library product. Libraries were prepared on the Biomek FXP workstation (Beckman Coulter, Brea, CA, USA). For accurate quantitation of cDNA libraries, a fluorometric based system (QuantiFluor™ dsDNA System; Promega, Madison, WI, USA) was used. The size of final cDNA libraries was determined by using the dsDNA 905 Reagent Kit (Fragment Analyzer, Advanced Analytical) exhibiting a sizing of 300 bp on average. Libraries were pooled (six samples) and sequenced on the rapid mode of the Illumina HiSeq 2500 (PE; 2 × 250 bp; 40–50 Mio reads/sample). Details of RNA isolation, RNA-seq, and data processing can be found in the SI.

Visualization of differentially expressed exons was performed using Circos version 0.69 [20]. Functional annotation of genes with differential exon expression to Gene Ontology (GO) terms was performed in DAVID version 6.8 [21]. The functional annotation module was applied for GO biological process, molecular function, and cellular component terms using an EASE score of 0.1 and a minimum number of 2 counts.

### Proteomics analysis

Cortical neurons transduced with AAV.ULK1.DN and AAV.CTRL were lysed and the protein content of each sample was determined as described above. After precipitation with acetone, 50 µg of protein lysates per sample were separated on a 4–12% NuPAGE Novex Bis-Tris Minigel (Thermo Fisher Scientific). Following Coomassie staining, the protein areas were cut out, diced, and subjected to reduction with dithiothreitol, alkylation with iodoacetamide, and finally ON digestion with trypsin. Tryptic peptides were extracted from the gel, the solution dried in a Speedvac, and subjected to nanoLC-MS/MS as described previously [10, 22]. Details of mass spectrometric analysis and data processing are provided in the SI.

Functional annotation of differentially regulated proteins to GO terms was performed in DAVID version 6.8 [21]. The functional annotation module was applied for GO biological process and cellular component terms using an EASE score of 0.1 and a minimum number of 2 counts. For analysis of protein–protein interaction networks, STRING version 10.5 [23] was used with a minimum required interaction score of 0.4. The STRING database’s k-Means clustering tool was employed to group proteins with roles in similar processes into four clusters.

### Live imaging and quantification of axonal degeneration in microfluidic chambers in vitro

Microfluidic chambers were produced based on previously published protocols [10, 24, 25]. Cortical neurons were seeded into each chamber and transduced with AAV.ULK1.DN and AAV.CTRL. On DIV 7–9, axons reached the axonal compartment of the chambers. An axotomy was performed by applying air bubbles to the axonal compartment with gentle vacuum aspiration, leading to the induction of axonal degeneration. Axons were imaged in a microscope incubation system (DMI6000B, Leica, Wetzlar, Germany) equipped with Leica Application Suite software directly before and 5 min–6 h after axotomy. The number of bulb-like structures (diameter > 2 µm) was quantified in single axons within 100–400 µm proximal to the lesion site for all time points in a blinded fashion. The number of bulbs before axotomy was then subtracted from the bulb number at each time point to determine the number of newly formed bulbs [10]. Details of microfluidic chamber culture, live imaging, and quantification can be found in the SI.

### Animal experiments

All animal experiments were performed with the approval of the governmental authorities and according to the legislation of the local animal research council of the State of Lower Saxony (Braunschweig), Germany. Adult female wistar rats weighing 200–300 g were used for all in vivo experiments. The animals were randomly allocated to each group.

All procedures with AAV.ULK1.DN and AAV.CTRL (stereotactical injection, SCI, intravitreal virus injection, optic nerve live imaging, and crush) were performed under deep anesthesia with 10% ketamine (95 mg/kg body weight) and 2% xylazine (7 mg/kg body weight) injected intraperitoneally. All procedures with the ULK1 inhibitor SBI-0206965 (intravitreal injections, optic nerve live imaging) were performed under deep anesthesia with intraperitoneal injection of 10% ketamine (75 mg/kg body weight) and 1 mg/ml medetomidine (0.5 mg/kg body weight). Details of animal care are provided in the SI.

### Stereotactic viral injection into the red nucleus (RN), SCI, and histology

To transduce RN neurons and their axons in the rubrospinal tract (RST), stereotactical injections of AAV.ULK1.DN and AAV.CTRL into the left RN were performed according to a previously published protocol [26, 27]. Five weeks later, a SCI was performed as described before [12, 26]. Briefly, the animals were anesthetized as described above, the skin on the back was incised and the fat layer on the back muscles was separated. After splitting of the musculature, the spinal cord was exposed via dorsal laminectomy of the thoracic level 8 (Th8) vertebra. The dorsal right half of the spinal cord was transected at Th8 using a pair of microscissors at a depth of 1.25 mm, which resulted in a complete axotomy of the RST. Finally, back muscles and skin were sutured, and animals were allowed to recover from anesthesia. Seven days after SCI, the animals were perfused and prepared for cryosectioning as described before [26]. Spinal cord tissue was partitioned into a block around the lesion (1.5 cm length) and a 0.5 cm block at Th2 rostral to the lesion. The lesion block, including the lesion epicenter and the rostral and caudal regions, was cryosectioned horizontally (30 µm) at the level of the RST. Coronal cryosections of the spinal cord at Th2 level were prepared at a thickness of 30 µm.

Details of injections, surgery, and tissue preparation can be found in the SI.

### Quantification of axonal degeneration in the spinal cord

To quantify axonal degeneration, horizontal spinal cord sections containing the RST (60 µm apart) were imaged using an upright fluorescence microscope (Axioplan, Zeiss, Oberkochen, Germany) equipped with AxioVision Software (Zeiss). Axonal degeneration in the rostral region was quantified at defined distances (500–2000 µm) from the lesion epicenter using a superimposed counting grid. We counted the number of intact (no signs of fragmentation visible) mCherry-positive axons per section in a blinded fashion. An axonal degeneration index was determined by normalization of the number of intact axons to the total number of mCherry-positive axons counted on coronal sections rostral to the lesion at Th2 in each animal. In the caudal region, Wallerian degeneration was quantified as the percentage of axons scored as degenerated (any sign of fragmentation visible) among all axons at 4 mm caudal to the lesion epicenter. Animals with low virus transduction (<250 axons/section), verified by counting the number of mCherry-positive axons in spinal cord coronal sections at Th2, were excluded.

### Quantification of lesion size in the spinal cord

For the quantification of lesion areas, spinal cord horizontal cryosections of the lesion site were stained with an antibody rabbit anti-glial fibrillary acidic protein (anti-GFAP, 1:300, Z0334, DAKO, Santa Clara, CA, USA), followed by secondary antibody goat anti-rabbit Alexa 488-labeled (1:500, 111-545-144, Dianova, Hamburg, Germany), counter-stained with DAPI (Sigma-Aldrich) and mounted in Mowiol (Hoechst, Frankfurt, Germany). To define the lesion area, sections containing the RST (60 µm apart) and immunostained with GFAP were imaged using an upright fluorescence microscope (Axioplan) equipped with AxioVision Software. Areas with little or no GFAP immunoreactivity were defined as the lesion [28] and measured using AxioVision software in a blinded fashion.

### Quantification of the number of autophagosomes in degenerating axons after SCI

To quantify the number of autophagosomes in degenerating axons after SCI, horizontal spinal cord sections were immunostained with an antibody goat anti-LC3 (1:50, sc-16756, Santa Cruz, Dallas, TX, USA) and developed with a secondary antibody donkey anti-goat Cy5-labeled (1:500, 705-175-147, Dianova). Using a confocal microscope (LSM710, Zeiss) equipped with ZEN software, images were taken at 500–1000 µm rostral to the lesion epicenter using an oil immersion 40× objective. The number of LC3 puncta was quantified per area of mCherry-positive degenerated axons in a blinded fashion using ImageJ software.

### Intravitreal injections, ONC, live imaging, and quantification of AAD in vivo

To evaluate AAD in vivo, rat ONC and live imaging were performed as described previously [29]. Twenty-one days before ONC, AAV.ULK1.DN and AAV.CTRL were injected intravitreally using a Hamilton syringe (701RN, 26s gauge, Hamilton, Reno, NV, USA) to transduce retinal ganglion cells. In additional experiments, intravitreal injections of AAV.EGFP were performed 14 days before ONC to label the axons of the optic nerve and SBI-0206965 (dissolved in DMSO to 20 mM stock solution, diluted in deionized H_2_O to 5 µM or 50 µM working concentration; APExBIO, Boston, MA, USA) or DMSO as control (AppliChem, 0.25% working solution) were injected intravitreally 2.5 h prior to ONC. In brief, the skin of the deeply anesthetized animal was incised close to the orbital rim, the orbital cavity was opened, and the lacrimal gland was moved to the front or partly removed. The superior rectus muscle was detached from its insertion point and the eye bulb was rotated laterally. The optic nerve was exposed by a longitudinal incision of the optic nerve sheath. Care was taken not to damage the central retinal artery. The crush injury was performed by tightly constricting a 10-0 polyamide suture (Johnson & Johnson, New Brunswick, NJ, USA) around the optic nerve at ~1 mm from the insertion of the optic nerve into the eye bulb for 30 s. The knot was left on the nerve for visualization of the crush site. Live imaging of AAD was performed using an Axio Examiner.Z1 microscope (Zeiss) equipped with a 40×/1.0 NA water immersion objective. Z-stack images were taken in the area of 400–500 µm proximal to the crush site 5–360 min after crush using ZEN software.

To quantify axonal degeneration, representative pictures were generated as 2D projections from the original Z-stack images using ZEN software. Image analysis was performed with ImageJ in a blinded fashion. The Axonal Integrity Ratio (AIR) was calculated by dividing the sum lengths of the remaining axon fragments by the original axon length for each axon at all time points [29].

Details of the surgical procedure, live imaging, and quantification are provided in the SI.

### Immunohistochemistry and quantification of LC3- and p62-puncta in the optic nerve

Optic nerves were fixed in 4% paraformaldehyde at 4 °C overnight and incubated in 30% sucrose for at least 24 h. Longitudinal cryosections of the optic nerve (16 µm thickness) were obtained and rehydrated in 0.05 M Tris for 15 min. Sections were stained with the following primary antibodies: rabbit anti-p62 (1:2000, P0067, Sigma-Aldrich), goat anti-LC3 (1:50, sc-16756, Santa Cruz), mouse anti-SMI32 (1:1000, SMI-32P, Covance, Princeton, NJ, USA). The following secondary antibodies were used: Alexa Fluor 546 donkey anti-rabbit (1:250), Alexa Fluor 647 donkey anti-mouse (1:250, both Thermo Fisher Scientific), Cy3 donkey anti-goat (1:250, Dianova). After counterstaining with DAPI, sections were embedded in DABCO mounting medium (Sigma-Aldrich).

Confocal microscopy was performed with a Leica TCS SP5 microscope (40×/1.25 NA oil immersion objective, ×5 digital zoom, sequential scanning). Images were taken at ~400 µm proximal and distal to the crush lesion. Intra axonal LC3- and p62-puncta were quantified with ImageJ software in a blinded fashion and normalized to the axon area of the image. Details of the quantification can be found in the SI.

### Data analysis

Samples sizes used in this study were similar to those routinely used in this field previously. Therefore, no statistical methods were used to additionally predetermine sample sizes. All experiments (cell culture, SCI, and ONC) are routinely performed in our lab. Statistical analyses were conducted using Prism 7 software (GraphPad Software, Inc., La Jolla, CA, USA). Data distribution was assumed to be normal and variances were assumed to be similar, without formal testing. One-sample *t*-test was used to test single groups. Comparisons of two groups were done by two-tailed unpaired *t*-test, multiple group comparisons by one-way analysis of variance (ANOVA) with Dunnett’s, Tukey’s, or Sidak’s post hoc test, and two-way repeated measurement ANOVA with Tukey’s or Sidak’s post hoc test. The statistical test and number of in vitro or in vivo experiments used for each analysis are indicated in each figure legend. Data are presented as single data points and means ± SEM. Differences were considered significant when *P* < 0.05 (*P < 0.05; **P < 0.01; ***P < 0.001; N.S. not significant). Final assembly and preparation of all figures for publication was done using CorelDRAW 2017 (Corel Corporation, Ottawa, Canada).

## Results

### AAV.ULK1.DN alters levels of autophagic proteins ULK1, LC3-II, and p62

To inhibit ULK1 activity, we generated an AAV vector expressing mCherry and ULK1.DN [15], both under the control of human synapsin promotors (AAV.ULK1.DN). As control, we generated an AAV vector, which expresses an untranslated 9(5) fragment [30] instead of ULK1.DN (AAV.CTRL). Both vectors were used to transduce rat cortical neurons (Fig. 1a–c). Overexpression of ULK1.DN was confirmed by immunoblot against its myc-tag (Fig. 1d). To assess potential AAV vector toxicity, we applied different virus titers and quantified the cytotoxicity-related release of adenylate kinase using a toxicity assay. No significant differences in toxicity were detectable between AAV.ULK1.DN and control (Supplementary Fig. 1A, B).

**Fig. 1:**
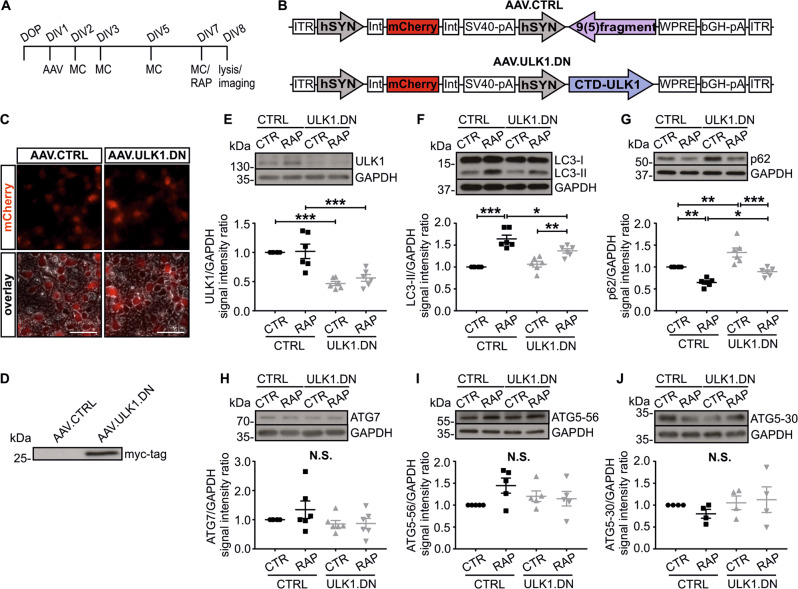
AAV.ULK1.DN-mediated overexpression of dominant-negative ULK1 in vitro alters the levels of the autophagic proteins ULK1, LC3-II, and p62. **a** Scheme of experimental setup. DOP day of preparation of embryonic day 18 (E18) rat cortical neurons. DIV day in vitro, AAV transduction with adeno-associated viral vectors, MC medium change, RAP addition of rapamycin (750 nM) 24 h before lysis. **b** Vector maps of the AAV used to express the mCherry fluorophore as well as the untranslated 9(5) fragment (AAV.CTRL) or the C-terminal domain (CTD) of ULK1, which has dominant-negative properties (AAV.ULK1.DN), both of them expressed under the control of a human synapsin promoter (hSYN). ITR AAV-2 inverted terminal repeat, Int intron, SV40-pA SV40-polyadenylation site, WPRE Woodchuck hepatitis virus posttranscriptional regulatory element. bGH-pA bovine growth hormone-polyadenylation site. **c** Photomicrographs (DIV 8) of E18 rat cortical neurons transduced with AAV.CTRL or AAV.ULK1.DN. Top: mCherry fluorescence, bottom: overlay of mCherry fluorescence with brightfield images. Scale bar: 50 µm. **d** Representative immunoblot of cell lysates transduced with given AAV. Expression of ULK1.DN was validated for all samples by blots against its myc-tag. **e**–**j** Top: Representative immunoblots of ULK1, LC3 (high exposure to detect LC3-II), p62, ATG7, and the 56 and 30 kDa bands of ATG5 as well as the corresponding bands of the loading control GAPDH are displayed. Bottom: Quantifications of band intensities of ULK1, LC3-II, p62, ATG7 (all *n* = 6 independent cultures), and the 56 and 30 kDa bands of ATG5 (*n* = 4–5 independent cultures) normalized to GAPDH as loading control. CTR control, RAP treated with rapamycin. Data are presented as single data points and means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, N.S. no significant difference, according to one-way analysis of variance (ANOVA) and Sidak’s multiple comparisons test.

We assessed the expression levels of different autophagic proteins after transduction with AAV.ULK1.DN in basal conditions and after autophagy induction using rapamycin [31]. AAV.ULK1.DN significantly reduced endogenous ULK1 by ~50% compared with control, both with and without addition of rapamycin (Fig. 1e). ULK2 levels remained unchanged (Supplementary Fig. 2). We then quantified the levels of LC3-II, which is bound to the outer membrane of autophagosomes and thus used as a direct marker for autophagic activity [31]. While LC3-II levels significantly increased after addition of rapamycin, transduction with AAV.ULK1.DN attenuated this increase compared with control, indicating an inhibitory effect on autophagy (Fig. 1f). To corroborate this result, we analyzed the expression of p62, which links polyubiquitinated proteins to the autophagic machinery and is therefore used as an indirect marker for autophagy activity [31]. After treatment with rapamycin, we observed a decrease in p62 levels for both AAV.CTRL and AAV.ULK1.DN. Compared with control, AAV.ULK1.DN significantly increased p62 levels for conditions with and without addition of rapamycin (Fig. 1g), confirming an inhibitory effect on autophagy.

In our previous study [12], we found the essential autophagy mediators ATG7 and ATG5 to accumulate in degenerating axons after SCI. No significant differences in ATG7, free (ATG5-30) or ATG12-conjugated ATG5 (ATG5-56) levels, however, were detectable after rapamycin treatment or transduction with AAV.ULK1.DN (Fig. 1h–j).

In summary, we observed a significant regulation of the autophagic proteins ULK1, p62, and LC3-II by AAV.ULK1.DN under autophagy induction with rapamycin, demonstrating an inhibitory effect of AAV.ULK1.DN on autophagy.

### AAV.ULK1.DN does not affect cell survival in vitro

To assess whether the observed modulation of autophagy had an influence on cell survival, we analyzed the expression of the apoptosis marker [32] caspase 3, its cleaved form, and their ratio. No significant differences were detectable after transduction with AAV.ULK1.DN compared with control (Supplementary Fig. 1C–F). In addition, we studied the manifestation of cell death after addition of the apoptosis inductor staurosporine [33]. Transduction with both AAV.ULK1.DN and control resulted in a linear trend to elevated toxicity with increasing staurosporine dosages (Supplementary Fig. 1G), indicating no influence on cell survival by AAV.ULK1.DN.

### AAV.ULK1.DN decreases the number of degeneration bulbs after axotomy in vitro

In our previous study, we proposed that ULK1-mediated autophagy induction might represent an important executing mechanism in axonal degeneration [12]. We therefore investigated whether AAV.ULK1.DN might have a beneficial effect on the course of AAD. We used microfluidic culture platforms [25] with transduced primary rat cortical neurons to perform selective axonal lesions in vitro and study AAD via live imaging over 6 h after axotomy (Fig. 2a). As previously published [10], we observed the formation of axonal bulbs, an early sign of axonal degeneration, in a time-dependent manner (Fig. 2b). Quantification of the number of newly formed axonal bulbs within 400 µm proximal to the lesion showed a significant time-dependent increase after transduction with both viral vectors, especially at 0–100 µm proximal to the lesion site (Fig. 2c, d). AAV.ULK1.DN significantly reduced the number of newly formed bulbs starting 3 h after axotomy (Fig. 2e), indicating the attenuation of AAD by ULK1.DN in vitro.

**Fig. 2:**
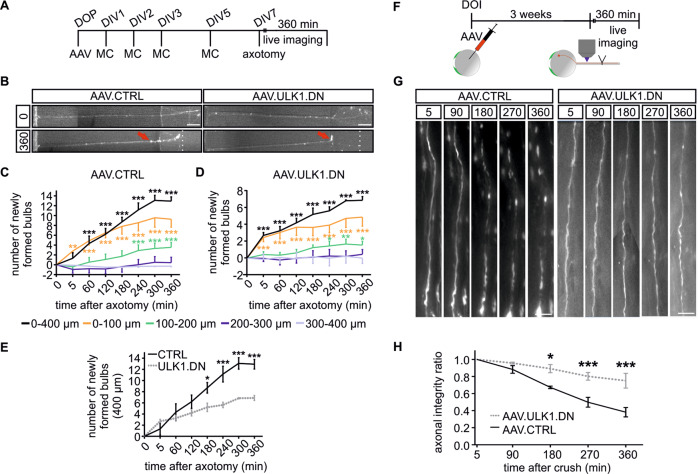
AAV.ULK1.DN reduces the number of axonal degeneration bulbs after axotomy in vitro and attenuates acute axonal degeneration after optic nerve crush in vivo. **a** Scheme of experimental setup for axonal degeneration assays in microfluidic chambers. DOP day of preparation of embryonic day 18 rat cortical neurons, DIV day in vitro, AAV transduction with adeno-associated viral vectors, MC medium change. **b** Representative images of axons growing in microfluidic chambers transduced with viral vectors. Exemplary photomicrographs were taken directly before and 360 min after axotomy. Red arrow: example of axonal bulb used for quantification. Dotted line: area of lesion. Scale bar: 50 µm. **c**, **d** Detailed quantification of the number of newly formed bulbs within different distances (indicated by colors) proximal to the area of lesion at the indicated time points after axotomy and transduction only with AAV.CTRL (**c**, *n* = 4 independent cultures) or AAV.ULK1.DN (**d**, *n* = 4 independent cultures). **e** Quantification of the number of newly formed bulbs within 400 µm distance proximal to the area of lesion at the indicated time points after axotomy and transduction with AAV.CTRL and AAV.ULK1.DN (*n* = 4 independent cultures). **f** Scheme of experimental setup for optic nerve crush (ONC) model. DOI day of intravitreal injection of AAV. **g** Representative images of axons in the optic nerve expressing mCherry after transduction with viral vectors, taken proximal to lesion 5–360 min after axotomy. Scale bar: 20 µm. **h** Quantification of the axonal integrity ratio (ratio of the sum of the length of remaining axonal fragments to the initial axon length) at the indicated time points after ONC and transduction with AAV.CTRL and AAV.ULK1.DN (*n* = 3–4 animals for each viral vector). Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, according to two-way repeated measurements (RM) ANOVA and Dunnett’s (**c**, **d**) or Sidak’s multiple comparison’s test (**e**, **h**).

### AAV.ULK1.DN attenuates AAD after ONC in vivo

To confirm the beneficial effect of AAV.ULK1.DN on AAD, we additionally performed rat ONC experiments, which allow to study AAD in vivo [29]. After intravitreal injection of AAV.ULK1.DN and AAV.CTRL to transduce retinal ganglion cells, we performed live imaging over 6 h after ONC (Fig. 2f). As previously published [8], we observed the fragmentation of optic nerve axons and the formation of axonal bulbs in a time-dependent manner (Fig. 2g). We quantified the AIR as the sum length of the remaining axonal fragments divided by the initial axon length (Fig. 2h). Starting 3 h post crush injury, we detected significantly higher AIR values after transduction with AAV.ULK1.DN compared with control, confirming the attenuation of AAD by ULK1.DN in vivo.

### AAD in the optic nerve is attenuated by the ULK1 inhibitor SBI-0206965

In a translational approach, we additionally tested whether application of the ULK1 inhibitor SBI-0206965 (SBI) [16] led to similar effects on AAD in vivo. Axons of the optic nerve were fluorescently labeled by intravitreal injection of AAV.EGFP. SBI (5 or 50 µM) or control were injected intravitreally 2.5 h before ONC (Fig. 3a). As before, we observed axonal fragmentation in a time-dependent manner after ONC (Fig. 3b). Quantification of the AIR revealed significantly higher values after injection of 50 µM SBI compared with control starting 4 h after crush (Fig. 3c). The lower dosage of 5 µM SBI did not result in a significant difference to control. In summary, we therefore confirmed a protective effect on AAD also by SBI-mediated ULK1 inhibition.

**Fig. 3:**
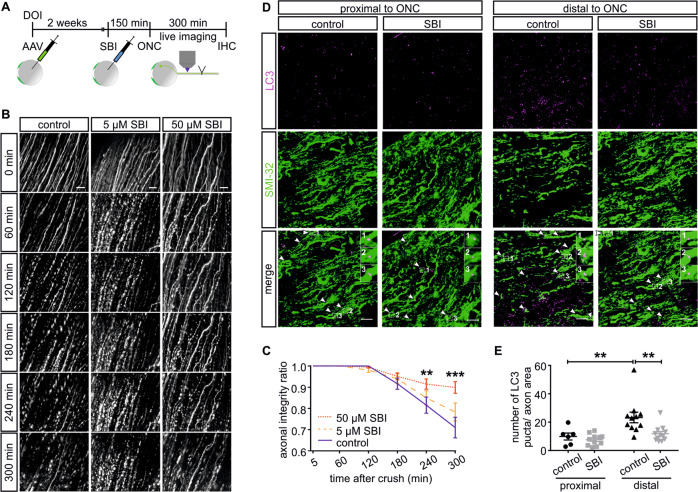
The ULK1 inhibitor SBI-0206965 attenuates acute axonal degeneration and reduces the number of LC3 puncta after optic nerve crush in vivo. **a** Scheme of experimental setup. DOI day of intravitreal injection of AAV.EGFP, SBI intravitreal injection of SBI-0206965 (5 or 50 µM) or control, ONC optic nerve crush, IHC fixation for immunohistochemistry. **b** Representative images of EGFP-labeled optic nerve axons after injection of SBI or control taken proximal to lesion before and 60–300 min after ONC. Scale bar: 30 µm. **c** Quantification of the axonal integrity ratio at the indicated time points after ONC and treatment with SBI or control (*n* = 9–11 animals for each condition). **d** Representative photomicrographs of immunohistochemical staining against the axonal marker SMI32 (green) and the autophagosome marker LC3 (magenta) in the optic nerve after ONC and intravitreal injection of SBI or control. Arrowheads indicate intra-axonal LC3 puncta, insets show examples at higher magnification. Scale bar: 10 µm. **e** Quantification of the number of intra-axonal LC3 puncta normalized to axon area (11–13 visual fields at ~400 µm proximal and distal to lesion, *n* = 3 animals per group). Bars represent single data points and means ± SEM. **P < 0.01, ***P < 0.001, according to two-way RM ANOVA and Tukey’s multiple comparisons test of 50 µM SBI compared with control (**c**) or one-way ANOVA and Tukey’s multiple comparisons test (**e**).

### SBI-0206965 decreases LC3- and increases p62-puncta in the optic nerve

We next aimed to verify that administration of SBI had a similar inhibitory effect on autophagy as AAV.ULK1.DN. Five hours after ONC, we observed a significantly higher number of LC3 puncta distal than proximal to crush in control animals (Fig. 3d, e). SBI treatment significantly lowered the number of distal LC3 puncta, indicating the inhibition of autophagosome formation by SBI. Correspondingly, SBI treatment increased the number of distal intra-axonal p62-puncta (Supplementary Fig. 3), corroborating inhibited autophagosome formation by SBI. Taken together, our data therefore demonstrate that both AAV.ULK1.DN and SBI inhibit autophagy and attenuate AAD after ONC.

### AAV.ULK1.DN attenuates axonal degeneration in a model of SCI in vivo

Having demonstrated attenuated AAD by AAV.ULK1.DN within 6 h after axonal injury, we additionally investigated an effect on axonal degeneration 1 week after axonal lesion. Using our previously reported paradigm [12], we transduced RN neurons in rats and performed a quadrisection of the contralateral spinal cord resulting in the complete transection of the injected RST. One week after lesion, the animals were sacrificed (Fig. 4a). Analysis of their spinal cords showed similar transduction rates for both viral vectors and no differences in the lesion sizes (Supplementary Fig. 4A–E). Similar to our previous study [12], we observed the fragmentation of axons and formation of axonal bulbs (Fig. 4b, c). We quantified the axon number index (a ratio of nonfragmented (intact) axon numbers to the total number of transduced axons) and found significantly higher values at 500, 1000, and 1500 µm rostral to the lesion after transduction with AAV.ULK1.DN compared with control (Fig. 4d), demonstrating the attenuation of axonal degeneration by ULK1.DN. The evaluation of Wallerian degeneration, however, showed a nearly complete axonal fragmentation distal to the lesion and no difference between both vectors (Supplementary Fig. 4F, G). Taken together, AAV.ULK1.DN therefore also protects from chronic axonal degeneration after axonal lesion.

**Fig. 4:**
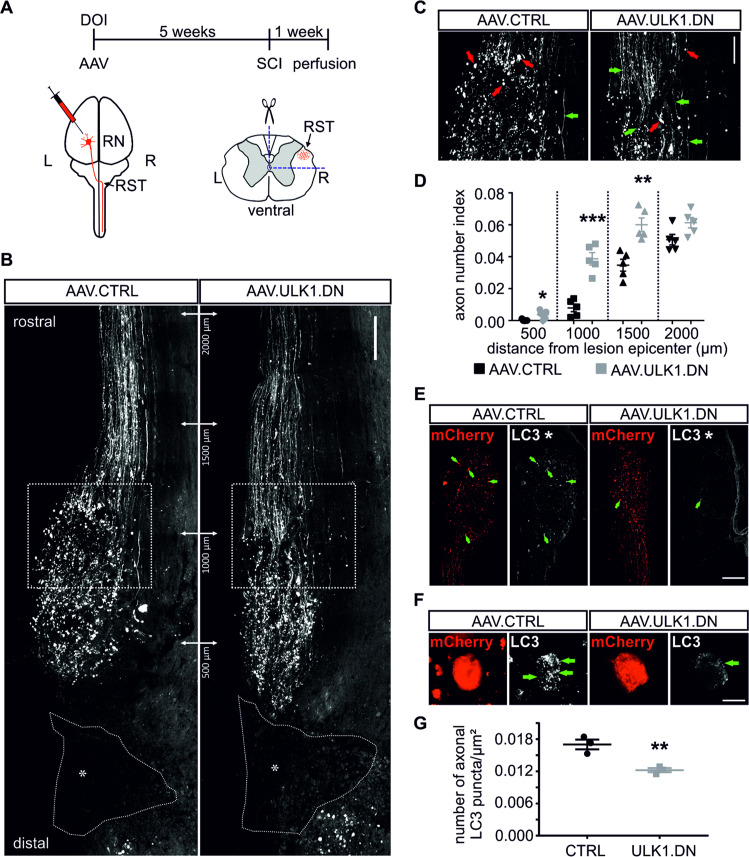
AAV.ULK1.DN attenuates axonal degeneration and decreases the number of axonal LC3 puncta in a model of spinal cord injury in vivo. **a** Scheme of experimental setup for spinal cord injury (SCI) model. DOI day of injection, RN red nucleus, RST rubrospinal tract, L left, R right. **b** Exemplary horizontal sections of thoracic spinal cord transduced with AAV.CTRL and AAV.ULK1.DN after SCI depict areas of lesion and RST up to 2000 µm rostral to lesion. White dashed lines and asterisks indicate lesion areas. White dashed boxes indicate areas shown at higher magnification in **c**. Scale bar: 200 µm. **c** Higher magnification of areas indicated in **b**. Red arrows show formation of bulbs in fragmented axons after lesion. Green arrows indicate intact axons after lesion. Scale bar: 100 µm. **d** Quantification of axon number index (a ratio of nonfragmented (intact) axon numbers to the total number of transduced axons) at the indicated distances from lesion after transduction with AAV.CTRL and AAV.ULK1.DN (*n* = 4–5 animals for each viral vector). **e, f** Exemplary horizontal sections of thoracic spinal cord showing the RST transduced with AAV.CTRL and AAV.ULK1.DN rostral to lesion. mCherry fluorescence is shown in red, immunohistochemical staining against LC3 appears in white. **e** White asterisks indicate lesion. Green arrows indicate axonal bulbs stained for LC3. Scale bar: 400 µm. **f** Higher magnification of axonal bulbs at a distance of 500–1000 µm rostral to the lesion. Green arrows indicate LC3-positive puncta in axonal bulbs. Scale bar: 10 µm. **g** Quantification of the number of axonal LC3 puncta/µm² at a distance of 500–1000 µm rostral to the lesion after transduction with AAV.CTRL and AAV.ULK1.DN (*n* = 3 animals for each viral vector). Data are presented as single data points and means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, according to two-tailed unpaired *t*-test.

### AAV.ULK1.DN decreases axonal LC3 puncta after SCI in vivo

To confirm an inhibitory effect of AAV.ULK1.DN on autophagy also after SCI, we analyzed the number of axonal LC3 puncta (Fig. 4e, f). We observed a significantly lower number of axonal LC3 puncta rostral to the lesion in AAV.ULK1.DN-injected rats compared with control animals (Fig. 4g). AAV.ULK1.DN therefore leads to a significant reduction of autophagosomes also after SCI.

### Proteomic analysis reveals that AAV.ULK1.DN regulates proteins involved in translation and splicing

AAV.ULK1.DN inhibits autophagy both in vitro and in vivo, and we have previously demonstrated that autophagy inhibition protects from lesion-induced axonal degeneration [8, 11]. Yet, in addition to its canonical function in autophagy, ULK1 interacts with a vast array of proteins [34]. We thus investigated whether the regulation of further molecular mechanisms, in addition to autophagy, might be responsible for the AAV.ULK1.DN-mediated attenuation of axonal degeneration demonstrated in this study. We performed a quantitative mass spectrometry-based proteome analysis of rat cortical neurons transduced with AAV.ULK1.DN or AAV.CTRL. Out of 1988 quantifiable proteins, 122 proteins were significantly regulated by AAV.ULK1.DN (Fig. 5a). To validate the results of the proteomic approach, immunoblot analyses of PAK2 and TAOK1 were performed, which were among the ten proteins with strongest up- or downregulation (Supplementary Fig. 5) and are implicated in processes associated with the pathophysiology of axonal degeneration [35, 36]. Significantly lower levels of PAK2 and TAOK1 were detected after transduction with AAV.ULK1.DN (Fig. 5b, c).

**Fig. 5:**
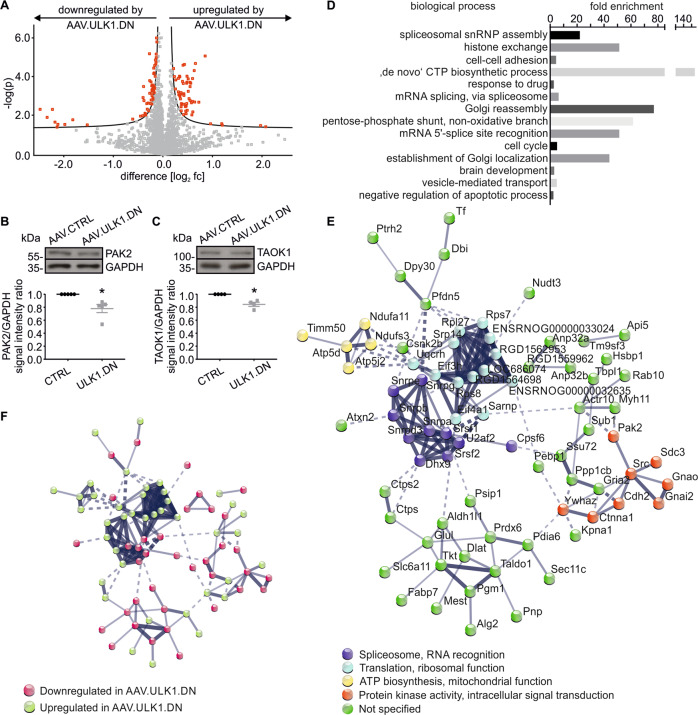
Quantitative proteomic profiling reveals AAV.ULK1.DN-mediated regulation of biological processes and protein interactions. Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to proteomics analysis. **a** Volcano plot showing all 1988 quantifiable proteins in SWATH-MS, 122 significantly regulated proteins according to two-sided *t*-test with permutation-based FDR assessment (FDR 0.1, s0 = 0.05) appear in red (*n* = 2 independent cultures, three technical replicates for each condition for each experiment). **b**, **c** Immunoblotting against two selected proteins regulated in quantitative proteomic profiling was performed to validate the results. Representative western blots of PAK2 and TAOK1 are shown at the top, the quantifications of band intensities normalized to GAPDH as loading control are depicted at the bottom (*n* = 4–5 independent cultures different to those used for the proteomics analysis). Data are presented as single data points and means ± SEM. *P < 0.05 according to one-sample *t*-test. **d** Biological processes annotated to significantly regulated proteins by AAV.ULK1.DN according to enrichment analysis of functional annotations in Gene Ontology. The fold enrichment value is given for each biological process. Only significantly regulated biological processes are shown. **e** Protein network map of all significantly regulated proteins after transduction with AAV.ULK1.DN in comparison with AAV.CTRL showing a significant number of interactions (STRING database enrichment *P* value = 6.93E−07). Four clusters according to k-Means clustering are highlighted by different colors. **f** The same protein network map as in **e** highlighting down- and upregulated proteins.

To investigate the functions of all significantly regulated proteins, we performed an enrichment analysis of GO annotations to biological processes and cellular components. Interestingly, we observed a significant regulation of processes associated with the spliceosome as well as the Golgi system (Fig. 5d, Supplementary Tables 1 and 2). In a STRING database analysis, we detected a significant number of interactions amongst the regulated proteins revealing four clusters, grouped by roles in translational processes, ATP biosynthesis/mitochondrial function, the spliceosome, and protein kinase activity (Fig. 5e). Proteins involved in translational processes and ATP biosynthesis/mitochondrial function were mainly upregulated after transduction with AAV.ULK1.DN, whereas about one half of the proteins associated with spliceosome and protein kinase activity were upregulated and the other half showed downregulation (Fig. 5f). In summary, the proteomics analysis outlined a prominent regulation of proteins that are involved in translation and splicing by AAV.ULK1.DN.

### AAV.ULK1.DN increases translation through enhanced mTOR signaling

Next, we aimed to investigate the distinct upregulation of translation-associated proteins by AAV.ULK1.DN more closely, as dysregulated protein translation has been implicated in axonal degenerative cascades [37–40]. Furthermore, a close interaction between ULK1 and the translational master regulator mTOR is well characterized [41]. We thus analyzed the expression level of mTOR after transduction with AAV.ULK1.DN and AAV.CTRL. Equal values were detectable in both basal conditions and after administration of rapamycin (Fig. 6a). As mTOR activity is finely regulated by phosphorylation [41], we additionally studied the levels of phosphorylated mTOR (p-mTOR, Ser2448), which corresponds to activated mTOR [42]. We found significantly higher levels of p-mTOR after transduction with AAV.ULK1.DN (Fig. 6b), indicating increased mTOR activation. Administration of rapamycin markedly reduced p-mTOR levels after transduction with both vectors. To confirm higher mTOR activation, we analyzed the levels of S6 ribosomal protein (S6) and its phosphorylated form (p-S6), which is a downstream target of active mTOR [43]. Phosphorylation of S6 induces increased translation of mRNA transcripts that include ribosomal proteins and elongation factors required for translation [43–45]. Transduction with AAV.ULK1.DN did not alter total S6 expression but significantly increased p-S6 levels, confirming enhanced mTOR-dependent translation (Fig. 6c, d). The expression of the translational repressor [46] 4E-BP1 and its phosphorylated form (Thr37/46) were not significantly altered (Fig. 6e, f), indicating that ULK1.DN acts on translation independent of 4E-BP1.

**Fig. 6:**
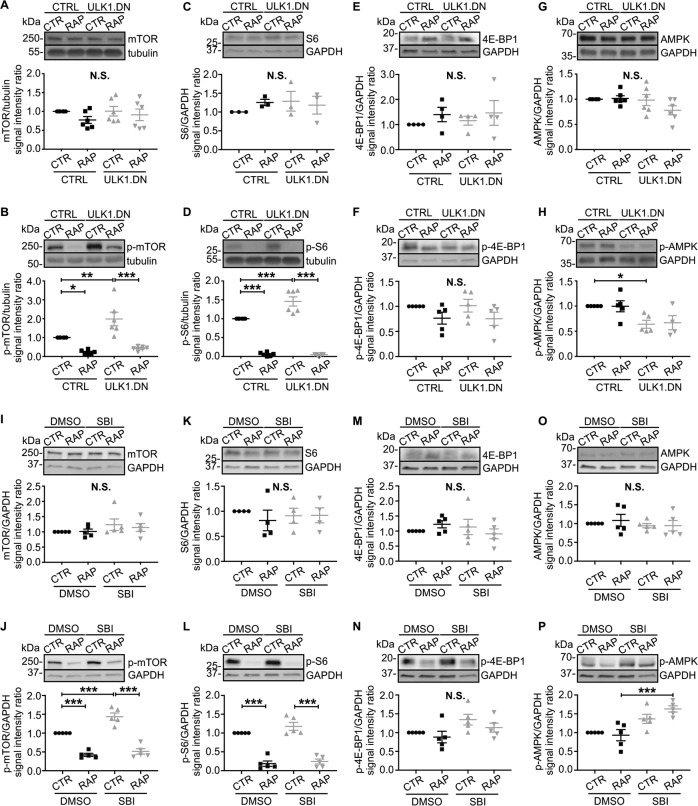
Both AAV.ULK1.DN and the ULK1 inhibitor SBI-0206965 enhance mTOR activation. Lysates were obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.ULK1.DN or AAV.CTRL. Alternatively, cells were treated with the ULK1 inhibitor SBI-0206965 (SBI, 5 μM) or DMSO as control for 30 min before lysis. RAP addition of rapamycin (750 nM) 24 h before lysis. **a**–**h** Top: Representative immunoblots of mTOR, p-mTOR, S6, p-S6, 4E-BP1, p-4E-BP1, AMPK, p-AMPK, and the corresponding bands of the loading controls tubulin or GAPDH after transduction with AAV.ULK1.DN or AAV.CTRL are shown. Bottom: Quantifications of the band intensities of mTOR, p-mTOR, p-S6, AMPK (all *n* = 6 independent cultures), p-4E-BP1 (*n* = 5 independent cultures), p-AMPK (*n* = 4–5 independent cultures), 4E-BP1 (*n* = 4 independent cultures), and S6 (*n* = 3 independent cultures) normalized to tubulin or GAPDH as loading controls. CTR control, RAP treated with rapamycin. **i–p** Top: Representative immunoblots of mTOR, p-mTOR, S6, p-S6, 4E-BP1, p-4E-BP1, AMPK, p-AMPK, and the corresponding bands of the loading control GAPDH after treatment with SBI or DMSO as control are shown. Bottom: Quantifications of the band intensities of mTOR, p-mTOR, p-S6, AMPK, p-AMPK, 4E-BP1, p-4E-BP1 (all *n* = 5 independent cultures), and S6 (*n* = 4 independent cultures) normalized to GAPDH as loading control. CTR control, RAP treated with rapamycin. Data are presented as single data points and means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, N.S. no significant difference, according to one-way ANOVA and Sidak’s multiple comparisons test.

To better understand the connection between ULK1.DN and mTOR, we additionally analyzed the expression of AMPK, which interacts with ULK1 and inhibits mTOR and mTOR-dependent translation [41]. Quantification of the main subunit AMPKα showed equal values in all conditions (Fig. 6g). However, analysis of the phosphorylated (Thr172), thus active form of AMPKα [47, 48] revealed significantly lower levels after transduction with AAV.ULK1.DN (Fig. 6h), suggesting that a reduction in AMPK-mediated negative feedback might contribute to the positive effects of ULK1 inhibition on mTOR signaling.

### SBI-0206965-mediated ULK1 inhibition leads to mTOR activation

To validate our findings after transduction with AAV.ULK1.DN, we performed acute (30 min) pharmacological ULK1 inhibition using SBI in cortical neurons and studied the effects on the mTOR pathway. Consistently, treatment with SBI did not alter total mTOR expression but significantly increased the levels of p-mTOR compared with control (Fig. 6i, j). The total levels of S6 and 4E-BP1 were not significantly regulated (Fig. 6k, m), while the analysis of p-S6 and p-4E-BP1 showed nonsignificant trends to higher levels after SBI administration (Fig. 6l, n). The expression of AMPKα remained unchanged (Fig. 6o). Surprisingly, SBI led to increased p-AMPK levels in rapamycin-treated conditions (Fig. 6p), arguing against a crucial role of reduced AMPK activity for increased mTOR activity through ULK1 inhibition, at least in this acute paradigm. Taken together, these data suggest that increased translation following ULK1 inhibition is mediated through an mTOR-dependent mechanism, representing an additional molecular mediator of its degeneration-attenuating effect.

### AAV.ULK1.DN differentially regulates the splicing of degeneration-associated genes

In addition to proteins involved in translation, we surprisingly identified a pronounced regulation of splicing-associated proteins in our proteomics analysis. Defects in splicing have been closely linked to neurodegenerative diseases such as ALS [49, 50]. We therefore investigated whether the attenuation of axonal degeneration by AAV.ULK1.DN might additionally be mediated by an effect on splicing. We performed a differential exon expression analysis of rat cortical neurons transduced with AAV.ULK1.DN or AAV.CTRL. 

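The cortical neurons were prepared from rat embryos on embryonic day 18, seeded at 400000 neurons per well and transduced on DIV 1. AAV.CTRL was given at 5000000 transducing units per well and AAV.ULK1.DN at 9000000 transducing units per well, so the amount of vector differed between the groups together with the transgene. The supplementary methods report equal transduction rates and only minor toxicity at these amounts. RNA was taken from lysates on DIV 8 of 3 independent cultures per group. The authors sequenced the libraries as paired ends, aligned the reads to the rat genome assembly rn6 with STAR and counted them on the exons of the Ensembl annotation. The deposited values were raw counts per exon bin, where a bin is an exon or the part of an exon that is left when the exon boundaries of a gene's transcripts divide it. They covered 246035 bins of 32447 genes, of which 378 were unions of overlapping genes. The counts in bins summed to 39662855, 34352754 and 39167748 in AAV.CTRL cultures 1, 2 and 3 and to 35845461, 38027081 and 39842066 in AAV.ULK1.DN cultures 1, 2 and 3. Another 30985034 to 35977999 reads per culture were recorded outside all bins. Exon usage, the count of a bin relative to the other bins of its gene, was tested with the model of DEXSeq, rebuilt from functions of DESeq2. It compares a bin's count with the summed count of the gene's other bins by a negative binomial likelihood-ratio test, and its p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Changes of usage are given as log2 fold changes of AAV.ULK1.DN over AAV.CTRL. For gene expression, the bins of a gene were summed, so that a fragment that reaches into several bins may be counted in each of them. The files list genes by Ensembl identifier without names. The identifiers of *Kif1b* and *Ddit3* were read from Fig. 7f, g. *Ulk1* was taken to be the only gene with 28 bins that all passed the threshold, so the number of its significant bins was used to find the gene and is no separate result.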

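Of the bins with counts, 189513 bins of 17152 genes could be fitted, and 70 bins of 32 genes passed the threshold. Usage was higher with AAV.ULK1.DN in 29 of these bins and lower in 41. *Ulk1* (ENSRNOG00000037505) held 28 of them. The other 42 bins lay in 31 genes, with higher usage in 25 bins and lower usage in 17. In all 42 the change went the same way in each of the 3 pairs of cultures with the same number, but in 17 the change of usage was below 0.5 on the log2 scale, and 11 bins had a mean below 30 normalised counts. The choice of model moved the number most, since edgeR's exon-level test (diffSpliceDGE) found 37 bins of 10 genes, of which 10 bins of 9 genes lay outside *Ulk1*. It kept 4 of the 42 bins outside *Ulk1*, in 3 genes. With the replicate number as a block, 93 bins of 47 genes passed, against the 70 bins of 32 genes without it. The block kept 31 of the 42 bins outside *Ulk1*. When each of the 6 cultures was left out in turn, between 46 and 87 bins of 13 to 39 genes passed. Of the 42 bins outside *Ulk1*, 6 passed in all 6 of these fits and 6 passed in none. In counts simulated with known changes, calls in genes without a change were counted as false, and other bins of changed genes were left out. False calls were 32.4% of the scored calls of the DEXSeq model, against 6.86% with edgeR's test. The simulation drew each bin independently, whereas the bins of a gene may vary together between real cultures. It therefore does not give the rate of false calls in these data, nor rank the models for them. The largest changes outside *Ulk1* among bins with a mean of at least 10 counts were both in the gene ENSRNOG00000012579. Its bin E001 had a log2 fold change of usage of -3.01 (standard error 0.576, adjusted p = 1.26e-05 from the DEXSeq model) at a mean of 14.2 normalised counts, and edgeR's test put it at -2.98 (adjusted p = 0.0733). Its bin E004 had a log2 fold change of 2.91 (standard error 0.549, adjusted p = 4.03e-04 from the same model). By edgeR's test, which compares a bin with its whole gene, E004 had 0.02 (adjusted p = 1.00). E004 holds most of the gene's counts, so these values measure different things and do not conflict. The mean normalised count of E004 itself hardly moved, from 4884 with AAV.CTRL to 4764 with AAV.ULK1.DN. The gene's other bins together had a log2 ratio of -2.87, and E001 among them went from 25.4 to 2.94. The changes of E001 and E004 are therefore not independent, and that of E004 rests on low counts in the other bins. The chromosomes of the genes were not analysed here.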

Thirty-six genes with significantly differential exon expression were found after transduction with AAV.ULK1.DN (Fig. 7a), particularly on chromosomes 5 and 10 (Fig. 7c). Expectedly, the strongest change in the relative number of regulated exons per gene was detected for *Ulk1*. 

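All 28 of the 28 bins of *Ulk1* passed, which is 100% of the gene. The gene with the next highest share had 2 of its 3 bins past the threshold (66.7%), followed by a gene with 2 of 4 bins (50.0%). Of the 31 genes other than *Ulk1*, 25 had a single significant bin. The genes named in Fig. 7d were compared with these genes by the set of exon numbers drawn for each, since names and identifiers were not joined here. A gene with the same set of significant bin numbers was found for 29 of the 36 genes in the figure, *Ulk1* included, and for 28 of the 35 without it. When as many bins per gene were drawn from 31 genes chosen at random, a mean of 13.0 and at most 20 of the 35 sets had such a counterpart in 1000 draws. With edgeR's exon-level test the number of counterparts was 6 of 36. *Ulk1* was not among them, since this test called 4 of its bins higher and 23 lower. It kept bins of the DEXSeq model in only 3 genes outside *Ulk1*. No chance level was drawn for the 6, so some may be matches of bin numbers alone.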

Overall 24/28 *Ulk1* exons were downregulated and 4/28 were upregulated (Fig. 7b–d). 

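Usage was higher with AAV.ULK1.DN in the bins E023, E024, E025 and E027, with log2 fold changes from 1.46 to 2.88, and lower in the other 24 bins. The largest increase was in E024, from 183 ± 16.9 normalised counts (SD, n = 3 cultures) with AAV.CTRL to 2706 ± 352 (SD, n = 3) with AAV.ULK1.DN. Its log2 fold change of usage was 2.88 (standard error 0.118, adjusted p = 2.1e-129 from the DEXSeq model's likelihood-ratio test). In the bins E001 to E022, usage changed by -1.73 to -1.33 on the log2 scale, with adjusted p-values of at most 0.00698 from the same test. In E026 it changed by -1.31 and in E028 by -0.41 (adjusted p = 3.28e-07, same test). Usage is relative to the other bins of the gene, and the counts themselves moved differently. In E028 the normalised count rose from 915 ± 58.8 to 1847 ± 68.7 (SD, n = 3 each) while its usage fell. In E026 it was 175 ± 21.7 and 184 ± 18.0, a difference smaller than the spread between cultures. The summed normalised count of E001 to E022 was 2586 ± 338 with AAV.CTRL and 2342 ± 179 with AAV.ULK1.DN (SD, n = 3 each), a log2 fold change of -0.14 (standard error 0.103, adjusted p = 0.515 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the ratio that the supplementary methods define as exon usage, E023, E024, E025 and E027 together amounted to 18.1% ± 0.650 of the gene's other bins with AAV.CTRL and to 153% ± 22.7 with AAV.ULK1.DN (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). Every alternative processing gave 4 bins with higher usage, and 23 or 24 bins with lower usage.

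**Figure D1:**
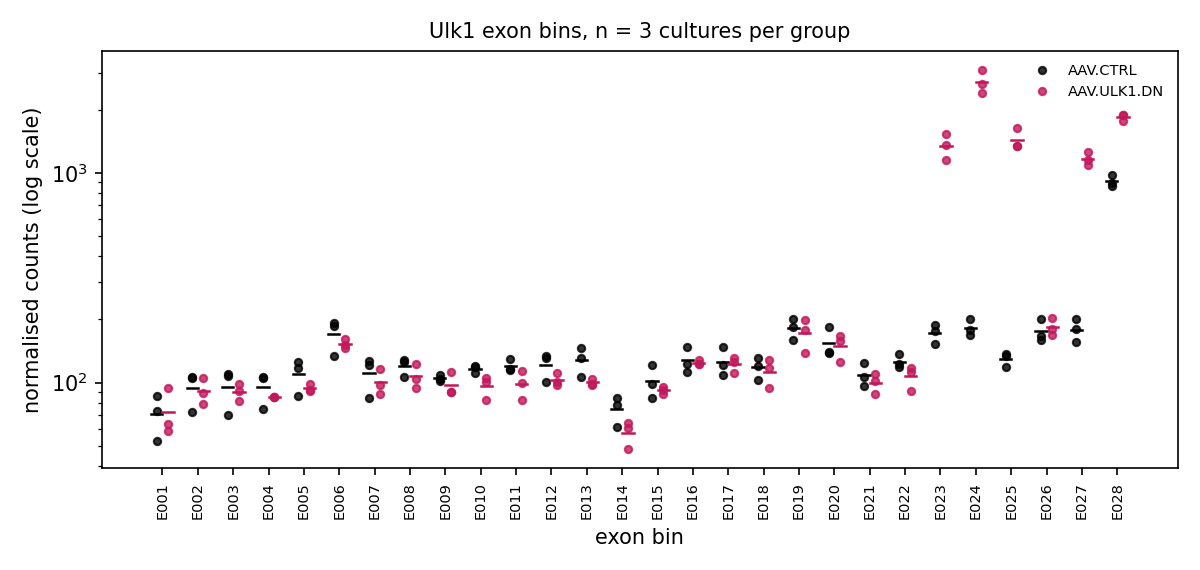
Normalised counts of the 28 *Ulk1* exon bins on a log scale. Each point is a culture (n = 3 per group) and each short line the mean of a group. The cultures with AAV.ULK1.DN lie above those with AAV.CTRL in E023, E024, E025, E027 and E028, and the groups lie close together in the other bins.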

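Summed over its bins, *Ulk1* had 4345 ± 473 normalised counts with AAV.CTRL and 11071 ± 605 with AAV.ULK1.DN (SD, n = 3 cultures each). The log2 fold change was 1.35 (standard error 0.0854, adjusted p = 0.00315 from edgeR's quasi-likelihood test with TMM normalization), and each culture with AAV.ULK1.DN lay above each with AAV.CTRL. With the replicate number as a block it was 1.35 (adjusted p = 0.00241). It lay between 1.26 and 1.41 when each culture was left out in turn. The measure moved most when the gene was represented by the 1 bin with its highest mean count, to a log2 fold change of 3.88. The increase was unevenly spread over the gene. The bins to be compared were first read from Fig. 7d as E024, E025, E026 and E028, and their summed count had a log2 fold change of 2.14 (adjusted p = 1.79e-05), against 0.73 (adjusted p = 0.0220) for the rest of the gene. The figure was read again after the data had been seen, as E023, E024, E025 and E027. These bins rose from 666 ± 62.8 to 6688 ± 750 normalised counts (SD, n = 3 each), a log2 fold change of 3.33 (standard error 0.106, adjusted p = 1.26e-05). The rest of the gene then had a log2 fold change of 0.25 (standard error 0.0831, adjusted p = 0.133), which did not pass the threshold. With the replicate number as a block it was 0.26 (standard error 0.0560, adjusted p = 0.0222), which passed. Within this rest, E028 had a log2 fold change of 1.02 (adjusted p = 0.00198), and E001 to E022 together had -0.14 (adjusted p = 0.515). The rise of the rest thus lay in E028. All of these p-values come from the same edgeR test.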

In line with this, AAV.ULK1.DN led to a significantly higher gene expression of *Ulk1* (Supplementary Fig. 6), both analyses reflecting the overexpression of ULK1.DN.

**Fig. 7:**
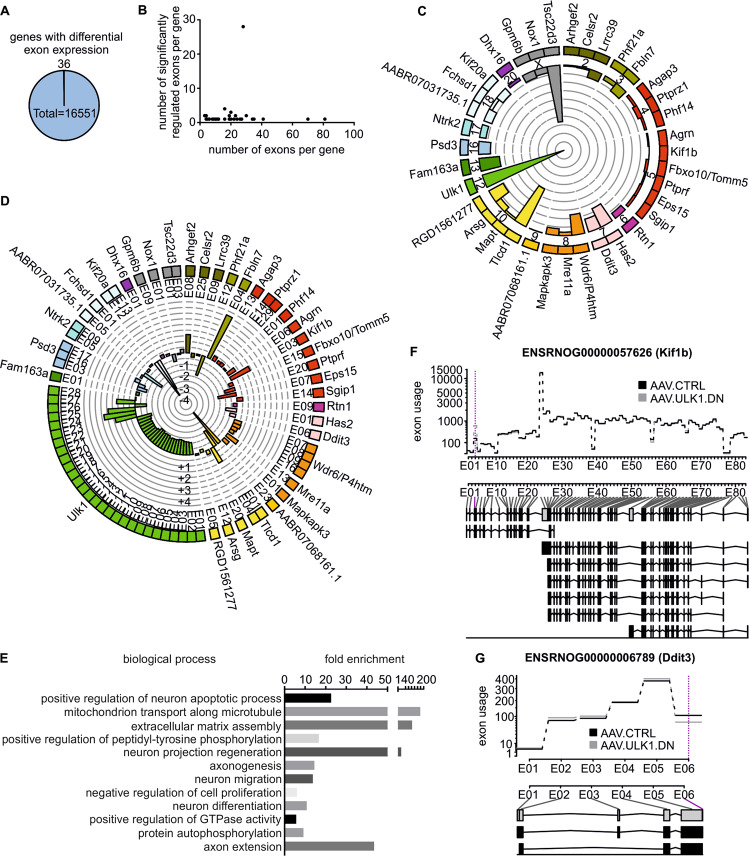
Differential exon expression analysis reveals AAV.ULK1.DN-mediated splicing of genes associated with axonal degeneration. Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to differential exon expression analysis. **a** Pie chart showing the number of genes with significantly (FDR-corrected *P* value < 0.05) differential exon expression out of all sequenced genes after transduction with AAV.ULK1.DN (*n* = 3 independent cultures). **b** Graph showing the number of significantly regulated exons by AAV.ULK1.DN compared with the total number of exons per gene. **c** Graph showing the names and number of genes with differential exon expression per chromosome (2-X) after transduction with AAV.ULK1.DN. The percentage of differentially expressed exons out of the total exon number per gene is indicated by bars, circular lines indicate percentages from 0 to 100%. **d** Graph showing differentially expressed exons per gene (e.g., E01: exon 1). Bars indicate the log2 fold change (fc) in expression for each exon by AAV.ULK1.DN. Circular gray lines indicate log2 fc from −4.5 to 4.5. **e** Biological processes annotated to genes with significantly differential exon expression by AAV.ULK1.DN according to enrichment analysis in Gene Ontology. The fold enrichment value is given for each biological process. Only significantly regulated biological processes are shown. **f**, **g** Top: Graphs showing the exon usage of two genes (*Kif1b, Ddit3*) after transduction with AAV.CTRL and AAV.ULK1.DN. Dotted magenta lines indicate significant differences (FDR-corrected *P* value < 0.05). Bottom: Overview of different transcripts of the same gene, the first row indicates the full transcript.

Investigation of the molecular function, cellular component, and biological processes of the genes with differential exon expression showed a consistent enrichment of GO terms associated with neurite outgrowth and microtubules (Fig. 7e, Supplementary Tables 3–5). 

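In *Kif1b* (ENSRNOG00000057626), 1 of 83 bins passed the threshold of the exon usage test. The usage of E003 had a log2 fold change of 2.07 (standard error 0.445, adjusted p = 0.0172 from the DEXSeq model). Its raw counts were 123, 109 and 362 in AAV.CTRL cultures 1, 2 and 3 and 555, 693 and 894 in AAV.ULK1.DN cultures 1, 2 and 3, so AAV.CTRL culture 3 lay apart from the other control cultures. The normalised counts were 195 ± 133 with AAV.CTRL and 702 ± 131 with AAV.ULK1.DN (SD, n = 3 each). E003 amounted to 0.267% ± 0.170 of the gene's other bins with AAV.CTRL and to 1.00% ± 0.151 with AAV.ULK1.DN (SD, n = 3 each; two-sided exact permutation test, p = 0.1). The neighbouring bins E002 and E004 had means of 1.32 and 4.61 normalised counts with AAV.CTRL and 0.980 and 2.33 with AAV.ULK1.DN. With the replicate number as a block, the adjusted p of E003 was 1.08e-07 at a log2 fold change of 2.06. With edgeR's exon-level test the log2 fold change was 1.87 (adjusted p = 1.04e-31). When a culture was left out, the log2 fold change of usage lay between 1.81 and 2.57, and E003 passed the threshold only without AAV.CTRL culture 3. The count of E003 relative to the library had a log2 fold change of 1.84 (adjusted p = 0.0443 from edgeR's quasi-likelihood test). With the replicate number as a block it was 1.98 (adjusted p = 0.00245, same test). With a culture left out, this count too passed only without AAV.CTRL culture 3. The far smaller p of the exon-level test is thus no measure of the spread of E003 between cultures. In *Ddit3* (ENSRNOG00000006789), 1 of 6 bins passed. The usage of E006 had a log2 fold change of -0.62 (standard error 0.143, adjusted p = 0.0414 from the DEXSeq model). E006 amounted to 14.3% ± 0.728 of the gene's other bins with AAV.CTRL and to 9.31% ± 0.991 with AAV.ULK1.DN (SD, n = 3 each; two-sided exact permutation test, p = 0.1). The normalised count of E006 itself did not fall, with 79.6 ± 12.6 and 97.2 ± 17.9 (SD, n = 3 each), while that of E005 went from 285 ± 50.1 to 532 ± 144 (SD, n = 3 each). With the replicate number as a block, the log2 fold change of E006 was -0.62 (adjusted p = 0.113). By edgeR's exon-level test it was -0.57 (adjusted p = 1.00). It lay between -0.68 and -0.54 when each culture was left out, with adjusted p-values from 0.0516 to 0.854.

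**Figure D2:**
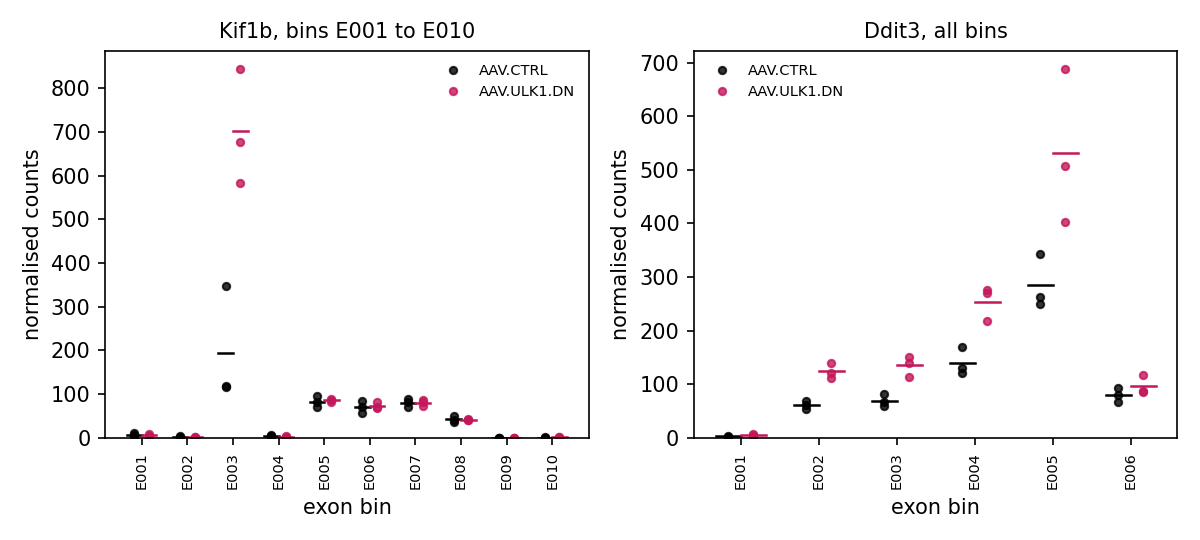
Normalised counts of the bins E001 to E010 of *Kif1b* (left) and of all 6 bins of *Ddit3* (right). Each point is a culture (n = 3 per group) and each short line the mean of a group. E003 of *Kif1b* stands between bins with almost no counts, and in *Ddit3* the bins E002 to E005 are higher with AAV.ULK1.DN while the groups overlap in E006.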

Closer evaluation revealed a significant differential exon usage for the genes *Ddit3* and *Kif1b* by AAV.ULK1.DN (Fig. 7f, g), both of which have previously been implicated in the pathophysiology of axonal degeneration [51, 52]. In summary, we have therefore uncovered differential splicing of specific degeneration-associated genes as an additional mechanism that mediates the degeneration-attenuating effect of ULK1.DN.

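At the level of whole genes, *Kif1b* had 72330 ± 3602 normalised counts with AAV.CTRL and 70873 ± 3116 with AAV.ULK1.DN (SD, n = 3 cultures each). The log2 fold change was -0.03 (standard error 0.0579, adjusted p = 0.850 from edgeR's quasi-likelihood test), a difference smaller than the spread between cultures. E003 made up 0.266% of the counts of *Kif1b* with AAV.CTRL and 0.992% with AAV.ULK1.DN, and 51 of the 83 bins of the gene had a higher mean count. *Ddit3* had 638 ± 104 normalised counts with AAV.CTRL and 1152 ± 201 with AAV.ULK1.DN (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.158, adjusted p = 0.0301 from the same test). Each culture with AAV.ULK1.DN lay above each with AAV.CTRL, but the increase passed the adjusted threshold in only 1 of the 6 fits that each left out a culture. It is also below the absolute log2 fold change of 1 that the paper's methods require of a gene. From the differential exon usage of *Ddit3* and *Kif1b*, together with earlier reports that implicate both genes in axonal degeneration, the paper concludes that altered splicing of such genes is a further mechanism through which ULK1.DN attenuates degeneration. In its discussion, the paper proposes increased axonal transport through *Kif1b* and reduced ER stress through *Ddit3*.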

## Discussion

ULK1 is critical for the initiation of the autophagy cascade [13]. In this study, we overexpress ULK1.DN, which is comprised of only the C-terminal amino acids 829–1051 and lacks the kinase domain [15]. ULK1.DN is thus unable to phosphorylate its substrates and activate autophagy, resulting in a dominant-negative effect [15]. Here, we additionally demonstrate that ULK1.DN reduces the expression of endogenous ULK1.

ULK1.DN moderately inhibits autophagy activation after administration of rapamycin. This is in line with experiments using ULK1.siRNA and ULK1 knockout, where a moderate inhibitory effect on autophagy and no complete blockage was seen [13, 15, 53]. Under unstimulated conditions, ULK1.DN leads to p62 accumulation but elicits no effect on LC3-II, ATG5, or ATG7 levels. LC3 was found unchanged in previous experiments [13, 15] using ULK1.siRNA and ULK1.DN, but the levels of p62, ATG5, or ATG7 were not addressed in these studies. ULK1-dependent ATG5/ATG7-independent autophagy has been described before in mammalian cells [54, 55]. Our data could thus indicate an effect of ULK1.DN on autophagy that is independent of these autophagy regulators under unstimulated conditions, leading to accumulation of p62, while conventional LC3-mediated autophagy is affected only after rapamycin stimulation.

Given the described interactions between autophagy and apoptosis [56], we evaluated the effects of ULK1.DN in a cell death paradigm. ULK1.DN did not alter cleaved caspase 3 levels nor adenylate kinase release—neither under unstimulated conditions nor after induction of apoptosis with staurosporine. Previously, an ULK1 agonist has been reported to trigger cell death, while ULK1.siRNA rescued this effect [57]. On the other hand, small-molecule inhibition of ULK1 by SBI attenuated autophagy-dependent cell survival [16]. Depending on the context and model, ULK1 can thus exert different effects on cell survival.

Inhibition of ULK1 by ULK1.DN protects cortical neurons in vitro and retinal ganglion cells in vivo from AAD over 6 h after axonal injury, which we confirm by application of the ULK1 inhibitor SBI. We additionally demonstrate a protective effect of ULK1.DN on rubrospinal projections 1 week after spinal cord lesion. Previously, we have described the accumulation of autophagosomes and autophagic proteins including ULK1 in degenerated axons after SCI [12]. Accumulated autophagosomes and higher p-ULK1 levels were also reported in rubrospinal neurons after spinal cord hemisection, while blockage of autophagy using 3-MA reduced neuronal death [58]. However, these results were merely descriptive, leaving the functional role of ULK1 in axonal degeneration unclear. Recently, we have demonstrated ULK1.DN-mediated protection of dopaminergic nigral neurons and nigro-striatal projections against MPTP-induced degeneration in a mouse model of Parkinson’s disease [17]. Here, we significantly advance these findings, providing to our best knowledge the first evidence that inhibition of ULK1 function protects three different types of neurons against axonal degeneration after traumatic axonal lesion, both in an acute and chronic paradigm.

Combining the attenuation of autophagy by ULK1.DN demonstrated in this study and our previously published evidence showing the beneficial effects of autophagy inhibition on axonal degeneration [8, 11], it is likely that reduced autophagy is one of the mechanisms by which ULK1.DN counteracts axonal degeneration (Fig. 8). However, in addition to its canonical function in autophagy, ULK1 has been described to interact with a plethora of other proteins [34]. Here, proteomics analysis identifies foremost changes in proteins involved in translation and splicing by ULK1.DN. We further connect the upregulation of translational proteins to increased mTOR signaling. We also observed increased mTOR activity after injection of ULK1.DN into the midbrain [17]. An interaction between ULK1 and the translational master regulator mTOR is well characterized [41] and dysregulated translation has been implicated in axonal degenerative cascades [37, 38, 40, 59]. An additional mechanism by which ULK1.DN protects axons from degeneration is thus increased protein translation (Fig. 8). The exact mechanism of how ULK1.DN-induced translation exerts neuroprotective effects remains to be determined; a potential means might be increased local translation of axon-protective molecules.

**Fig. 8:**
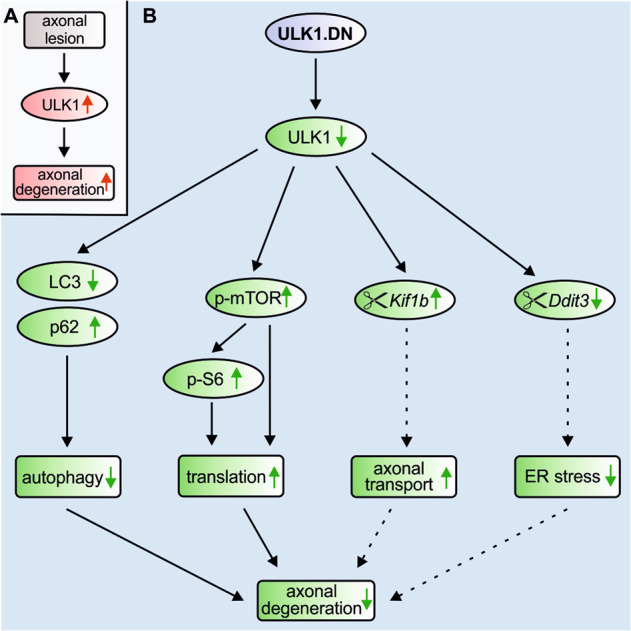
Schematic drawing of the molecular mechanisms by which ULK1.DN attenuates axonal degeneration. **a** We have previously demonstrated the upregulation of ULK1 and autophagy during axonal degeneration after axonal lesion [12]. **b** In this study, ULK1.DN-mediated inhibition of ULK1 function significantly protects axons from degenerating in different models of lesion-induced axonal degeneration. Mechanistically, ULK1.DN decreases autophagy as demonstrated by altered levels of LC3 and p62. Autophagy inhibition attenuated axonal degeneration in our previous studies [8, 11] and is thus one of the mechanisms by which ULK1.DN exerts neuroprotective effects. Furthermore, ULK1.DN enhances translation through increased mTOR and S6 signaling. Increased translation represents a second mediator of the degeneration-attenuating effect of ULK1.DN, as dysregulated translation is implicated in axonal degenerative cascades [37, 38, 40, 59]. In addition, we demonstrate that ULK1.DN modulates the differential splicing of *Kif1b*, which plays a role in axonal transport and has previously been shown to be involved in axonal degeneration [52, 62, 63]. Similarly, *Ddit3* is differentially spliced by ULK1.DN, which mediates ER stress and has been implicated in models of neurodegeneration [51, 66–68]. Differential splicing of these genes is therefore another mechanism by which ULK1.DN mediates the attenuation of axonal degeneration.

Most interestingly, ULK1.DN leads to a pronounced regulation of spliceosome-associated proteins. Defects in splicing have been linked to numerous neurological disorders including neurodegenerative diseases [49], very prominently in the pathology of ALS [60] and spinal muscular atrophy [61]. Transcriptomic analysis reveals differential splicing by ULK1.DN, especially of microtubule-related genes, which are implicated in the pathophysiology of neurodegenerative disorders [62]. To the best of our knowledge, we thus provide here the first description of a role of ULK1 in splicing. Specifically, the axonal transporter *Kif1b* displays significantly differential exon expression. Kif1b has been revealed mutated in the neuropathy Charcot–Marie–Tooth disease type 2A and reduced retinal expression of Kif1b mediated retinal ganglion cell decline in a mouse model of chronic glaucoma [52, 63]. Intriguingly, ULK1 has previously been connected to kinesin 1-dependent axonal transport in drosophila [64] and in vitro assays have shown that alternative splice forms of *Kif1b* induce higher activity and affinity for microtubules [65]. One additional explanation for the observed attenuation of axonal degeneration by ULK1.DN could thus be increased axonal transport through modulated splicing of *Kif1b* (Fig. 8).

Furthermore, we observed differential exon expression of *Ddit3*, which mediated ER stress following SCI, while its deletion improved functional recovery [51, 66]. Ddit3 has also been implicated in retinal ganglion cell death after axonal injury and its inhibition has been protective against glaucomatous neurodegeneration [67, 68]. An additional explanation for the observed attenuation of axonal degeneration by ULK1.DN might thus be reduced ER stress through modulated splicing of *Ddit3* (Fig. 8).

In conclusion, this study demonstrates that ULK1 inhibition markedly attenuates the process of axonal degeneration after lesion in vitro and in vivo. In addition to decreased autophagy, inhibition of ULK1 leads to an mTOR-mediated increase in translation and differential splicing of the degeneration-associated genes *Kif1b* and *Ddit3*. We propose that modulation of splicing, increased translation, and inhibition of autophagy are crucial mechanisms by which ULK1 inhibition protects against axonal degeneration. ULK1 thus represents a novel therapeutic target in traumatic and degenerative diseases of the CNS.

## Supplementary information

Supplemental Material

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

## Data Availability

The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE [69] partner repository with the dataset identifier PXD011862. The RNA sequencing and transcriptomic data are available at GEO accession number GSE123687.

# Supplementary material for: Inhibition of the autophagic protein ULK1 attenuates axonal degeneration in vitro and in vivo, enhances translation, and modulates splicing
**Source:** Cell Death Differ. 2020 Apr 27;27(10):2810–27. doi: 10.1038/s41418-020-0543-y
**Supplement:** Supplementary file 1 — Supplemental Material

# Supplementary Material

**Title: Inhibition of the autophagic protein ULK1 attenuates axonal degeneration *in vitro* and *in vivo,* enhances translation, and modulates splicing**

**Authors:**

Björn Friedhelm Vahsen^a,*^, Vinicius Toledo Ribas^b,*^, Jonas Sundermeyer^a^, Alexander Boecker^c^, Vivian Dambeck^a,d,e^, Christof Lenz^f,g^, Orr Shomroni^h^, Lucas Caldi Gomes^a^, Lars Tatenhorst^a,d,e^, Elisabeth Barski^a^, Anna-Elisa Roser^a,e^, Uwe Michel^a^, Henning Urlaub^f,g^, Gabriela Salinas^h^, Mathias Bähr^a,e^, Jan Christoph Koch^a,e^, Paul Lingor^a,d,e,i^

This Supplementary Material contains Supplementary Materials and Methods, Supplementary Figure Legends, and Supplementary Tables 1-5.

## Supplementary Materials and Methods

## Neuronal cell culture, viral transduction and toxicity assay

Primary rat cortical neurons were prepared from embryonic day 18 (E18) rats as described before^1^. In brief, pregnant Wistar rats were sacrificed by CO_2_ intoxication. Dissected embryonic cortices were trypsinized (Sigma-Aldrich, St. Louis, MO, USA) for 12 min at 37°C, and then triturated with a fire-polished Pasteur pipette. 4x10^5^ cortical neurons were seeded in 24-well-plates after poly-L-ornithine and laminin (both Sigma-Aldrich) coating and cultured in cortex medium at 37°C and 5% CO_2_. On day *in vitro* (DIV) 1, cells were transduced with AAV.CTRL (5x10^6^ transducing units (TU)) and AAV.ULK1.DN (9x10^6^ TU), resulting in equal transduction rates (70-80%) and only minor toxicity. Medium changes were performed every other day.

To induce autophagy, rapamycin (750 nM, Sigma-Aldrich) was added to the medium in selected conditions on DIV 7 for 24 hours. To evaluate a possible protective effect against cell death, staurosporine (Sigma-Aldrich) was added to the medium at different concentrations (30 nM, 100 nM, 300 nM) on DIV 7 for 24 hours. 30 min before lysis on DIV 8, cells were treated with SBI-0206965 (5 µM, dissolved in DMSO, Sigma-Aldrich) or with DMSO as vehicle control in selected conditions.

## Cell lysis and Western blot analysis

Cortical neurons were lysed in ice-cold lysis buffer on DIV 8. Protein lysates were homogenized using ultrasound sonication. After centrifugation at 4°C and 14.0 rpm for 30 min, the protein content of each sample was determined. Equal amounts of protein (10-30 µg) were loaded onto each lane and separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Hereafter, proteins were transferred to a nitrocellulose (AppliChem, Darmstadt, Germany) or polyvinylidene difluoride membrane (GE Healthcare Life Sciences, Boston, MA, USA) at 4°C and 100 V for 2 h or at 20 V overnight (ON). After blocking with 5% milk or 5% bovine serum albumin (BSA) in Tris-buffered saline/0.1% Tween-20 (TBS-T, all AppliChem) for 1 h at room temperature (RT), membranes were incubated with primary antibodies diluted in 5% milk or 5% BSA in TBS-T at 4°C ON. This was followed by incubation with corresponding horseradish peroxidase (HRP)-coupled or fluorescent secondary antibodies at RT for 1 h. After application of enhanced chemiluminescence solution (250 mM luminol (Merck, Darmstadt, Germany), 90 mM p-coumaric acid, 1M Tris pH 8.5 (both AppliChem), 30% hydrogen peroxide (Sigma-Aldrich)), signal detection was performed within the linear range on X-Ray films (GE Healthcare Life Sciences) developed in a Curix 60 Developer (Agfa, Mortsel, Belgium) or using the Fusion Pulse 6 imager (Vilber Lourmat, Collegien, France) equipped with Evolution-Capt software. Fluorescent antibodies were visualized on the Odyssey Sa Imaging System (LI-COR Biosciences, Lincoln, NE, USA) equipped with Image studio software. Band intensities were quantified using ImageJ software (open freeware provided by the NIH, Bethesda, MD; https://imagej.nih.gov/ij/). Target protein band intensities were normalized to the band intensities of the housekeeping genes tubulin or GAPDH.

## RNA isolation

For transcriptomic analysis, cortical neurons were lysed with TRI-reagent (Sigma-Aldrich) for total RNA extraction on DIV 8. Organic/aqueous phase-separation was achieved using 1-bromo-3-chlor-propane (Sigma-Aldrich) and centrifugation at 12000 x g at 4°C for 15 min. Subsequently, RNA precipitation was performed by adding 250 µl isopropanol (AppliChem) and 1 µl Glycoblue Coprecipitant 15 mg/ml (ThermoFisher Scientific) to the aqueous phase in a new Eppendorf tube. After incubation ON and centrifugation at 12000 x g and 4°C for 30 min, the RNA pellet was washed twice with 75% ice-cold ethanol, reconstituted with 20 µl DEPC-treated water (Sigma-Aldrich) and kept at -80°C until further use.

## Differential exon and gene expression analyses

For raw read and quality check, sequence images were transformed with Illumina software BaseCaller to BCL files, which was demultiplexed to fastq files with bcl2fastq v2.17.1.14. The sequencing quality was asserted using FastQC^2^ version 0.11.5. For mapping and normalization, sequences were aligned to the reference genome Rattus Norvegicus (rn6 version 93, <https://www.ensembl.org/Rattus_norvegicus/Info/Index>) as paired-end reads using the STAR aligner^3^ allowing for 2 mismatches within 50 bases.

For differential exon usage analysis, reads were counted for individual exons and analyzed in the R/Bioconductor environment (version 3.4.2, www.bioconductor.org) using the DEXSeq package^4^ version 1.22.0. The exon usage was calculated as the expression of each exon with respect to the expression of other exons in the same gene, i.e. ${eu}_{i\in I}=\frac{{ee}_{i\in I}}{\sum_{j\in I, j\neq i} {ee}_{j}}$, where ${eu}_{i\in I}$ is the exon usage of exon i in gene I, ${ee}_{i\in I}$ is the exon expression of exon i in gene I and $\sum_{j\in I, j\neq i} {ee}_{j}$ is the sum of expressions of exons j in gene I which are no exon i. Candidate genes were filtered using a False Discovery Rate (FDR)-corrected p-value<0.05. Gene annotation was performed using Rattus Norvegicus entries via biomaRt R package^5^ version 2.32.1.

For differential expression analysis, read counting was performed using featureCounts^6^ (version 1.4.5-p1) using parameters “-p -P” to count the number of fragments instead of individual reads. Read counts were then analyzed in the R/Bioconductor environment using the DESeq2 package^7^ version 1.14.1. Candidate genes were filtered using an absolute log2 fold-change>1 and FDR-corrected p-value<0.05. Gene annotation was performed using Rattus Norvegicus entries via biomaRt.

## Proteomics analysis

Cells were lysed, and the protein content of each sample was determined as described above. 100 µg protein from each sample prepared for quantitative proteomic profiling were precipitated with acetone (AppliChem) at -20°C ON. After centrifugation, dry pellets were stored at -20°C until further analysis. Protein lysates were separated using gel electrophoresis, digested with trypsin and extracted from the gel.

Protein digests were analyzed on a nanoﬂow chromatography system (Eksigent nanoLC425, Dublin, CA, USA), hyphenated to a hybrid triple quadrupole-TOF mass spectrometer (TripleTOF 5600+) equipped with a Nanospray III ion source (Ionspray Voltage 2400 V, Interface Heater Temperature 150°C, Sheath Gas Setting 12) and controlled by Analyst TF 1.7.1 software build 1163 (all AB Sciex, Framingham, MA, USA). In brief, peptides were dissolved in loading buffer (2% acetonitrile, 0.1% formic acid in water) to a concentration of 0.3 µg/µl. For each analysis, 1.5 g protein were enriched on a self-packed precolumn (0.15 mm ID x 20 mm, Reprosil-Pur120 C18-AQ 5 µm, Dr. Maisch, Ammerbuch-Entringen, Germany) and separated on an analytical RP-C18 column (0.075 mm ID x 200 mm, Reprosil-Pur 120 C18-AQ, 3 µm, Dr. Maisch) using a 100 min linear gradient of 5-35% acetonitrile/0.1% formic acid (v:v) at 300 nl min-1.

Qualitative LC/MS/MS analysis was performed using a Top30 data-dependent acquisition method with an MS survey scan of m/z 380–1250 accumulated for 250 ms at a resolution of 35 000 full width at half maximum (FWHM). MS/MS scans of m/z 180–1500 were accumulated for 100 ms at a resolution of 17,500 FWHM and a precursor isolation width of 0.7 FWHM, resulting in a total cycle time of 3.4 s. Precursors above a threshold MS intensity of 200 cps with charge states 2+, 3+, and 4+ were selected for MS/MS, the dynamic exclusion time was set to 15 s. MS/MS activation was achieved by CID using nitrogen as a collision gas and the manufacturer’s default rolling collision energy settings. Two biological replicates per sample were analyzed to construct a spectral library.

For quantitative SWATH analysis, MS/MS data were acquired using 100 variable size windows^8^ across the 400-1200 m/z range. Fragments were produced using rolling collision energy settings for charge state 2+, and fragments acquired over an m/z range of 180–1500 for 40 ms per segment. Including a 250 ms survey scan this resulted in an overall cycle time of 4.3 s. Three replicate injections were acquired for each of the two biological replicates of the four samples.

Protein identiﬁcation was achieved using ProteinPilot Software version 5.0 build 4304 (AB Sciex) at “thorough” settings. A total of 436,865 MS/MS spectra from the combined qualitative analyses were searched against the UniProtKB Rattus norvegicus reference proteome (revision 04-2016, 31,606 entries) augmented with a set of 51 known common laboratory contaminants to identify 2,440 proteins at an FDR of 1%.

SWATH peak extraction was achieved in PeakView Software version 2.1 build 11041 (AB Sciex) using the SWATH quantitation microApp version 2.0 build 2003. Following retention time correction on endogenous peptides spanning the entire retention time range, peak areas were extracted using information from the MS/MS library, resulting in 505,568 features extracted at an FDR of 1%^9^. The resulting peak areas were then summed to peptide and ﬁnally protein area values, which were used for further statistical analysis. Statistical evaluation of protein quantitation data was performed using Perseus 1.5.0.15 software (MPI for Biochemistry, Martinsried, Germany). Following sample grouping and logarithmic transformation, 122/1988 proteins showed significant fold changes as assessed by a two-sided T-test with permutation-based FDR assessment (FDR 0.1, s0=0.05).

## Microfluidic chambers and axotomy *in vitro*

The microfluidic chamber systems consist of four wells, two of which are connected by main channels. The first main channel is used as ‘soma compartment’, the second one as ‘axonal compartment’. Small microgrooves (7 µm wide, 3 µm high, 450 µm long) connect these two main channels. The chambers were produced based on previously published protocols^1,10,11^. Briefly described, poly(dimethylsiloxane) prepolymer and cross-linker (Sylgard 184 silicone elastomer kit, Dow Corning, Midland, MI, USA) were mixed 10:1, poured onto a master mold (fabricated by photolithograpy) and cured at 60°C for 90 min. The cured piece was carefully removed and cut with a razor blade, thoroughly cleaned with tape, sterilized in 70% ethanol and dried in a sterile laminar flow hood. Glass coverslips (ThermoFisher Scientific, Waltham, MA, USA) were immersed in 100% ethanol and flame sterilized in a laminar flow hood. After coating with 0.1 mg/ml poly-D-lysine (Sigma-Aldrich), the chamber was attached on top. Rat cortical neurons were prepared as described above. For each chamber, 2.1x10^5^ neurons were seeded in cortex medium into the ‘soma compartment’. 4 hours later, cells were transduced with AAV vectors (AAV.CTRL: 1.5x10^6^ TU; AAV.ULK1.DN: 4 x10^6^ TU). While maintaining a difference in medium volume between both sides of the chamber to direct axonal growth through the microgrooves, changes of half of the total volume were performed on both sides every to every other day. On DIV 7-9, axons reached the axonal compartment of the chambers. An axotomy was performed by applying air bubbles to the axonal compartment with gentle vacuum aspiration, leading to the induction of axonal degeneration. Hereafter, cortex medium was added again to the axonal compartment.

## Live imaging and quantification of axonal degeneration *in vitro*

For live imaging of axonal degeneration in microfluidic chambers, mCherry-labeled axons were imaged at 37°C and 5% CO_2_ in a microscope incubation system (DMI6000B, Leica, Wetzlar, Germany) equipped with Leica Application Suite software at 16x magnification. Axons were imaged directly before and at 5 min to 6 hours after axotomy. 10 axons were quantified per chamber and only lesioned axons were considered for evaluation. The number of bulb-like structures (diameter > 2 µm) was quantified in single axons within 100-400 µm proximal to the lesion site for all time points in a blinded fashion. The number of bulbs before axotomy was then subtracted from the bulb number at each time point to determine the number of newly formed bulbs^1^.

## Animal experiments

All procedures with AAV.CTRL and AAV.ULK1.DN (stereotactical injection, spinal cord injury, intravitreal virus injection, optic nerve live imaging and crush) were performed under deep anesthesia with 10% ketamine (95 mg/kg body weight) and 2% xylazine (7 mg/kg body weight) injected intraperitoneally. All procedures with the ULK1 inhibitor SBI-0206965 (intravitreal injections, optic nerve live-imaging) were performed under deep anesthesia with intraperitoneal injection of 10% ketamine (75 mg/kg body weight) and 1 mg/ml medetomidine (0.5 mg/kg body weight). To maintain general anesthesia, injections with anesthetics were repeated every 60 min with diminished dosage when necessary. After stereotactical injections and spinal cord injury procedures, animals were given 10 ml of Ringer solution subcutaneously for hydration. Postoperative care was done with metamizole (1.33 mg/ml drinking water) for 3 days. Animals were checked for general health conditions daily.

## Stereotactic viral injection into the red nucleus

In order to express ULK.DN in the red nucleus (RN) neurons and their axons in the rubrospinal tract (RST), stereotactical viral injections into the left RN were performed according to a previously published protocol^12,13^. After anesthesia, animals were placed in a stereotactic frame (David Kopf instruments, Tujunga, CA, USA) and the skull was exposed with a midline incision of the skin. The bregma coordinates for RN injections were: AP -6.0 mm; ML +0.7 mm and DV -6.8 mm. A hole was drilled at the respective coordinates and, using a self-made glass pipette attached to a Nanoliter2000 injector (World Precision Instruments, Sarasota, FL, USA), 2 µl of AAV vectors were injected at a speed of 0.3 µl/min. The exposed skull was closed, and rats were allowed to wake up from anesthesia. Throughout the surgery, the temperature was maintained at 37°C on a heating pad.

## Spinal cord injury

Five weeks after the viral injection into the RN, a spinal cord injury (SCI) was performed as described previously^12,14^. Briefly, the animals were anesthetized as described above, the skin on the back was incised and the fat layer on the back muscles was separated. After splitting of the musculature, the spinal cord was exposed via dorsal laminectomy of the thoracic level 8 (Th8) vertebra. The dorsal right half of the spinal cord was transected at Th8 using a pair of microscissors at a depth of 1.25 mm, which resulted in a complete axotomy of the RST. Finally, back muscles and skin were sutured, and animals allowed to recover from anesthesia. Throughout the surgery, the temperature was maintained at 37°C on a heating pad. The bladder was emptied manually if necessary.

## Spinal cord histology

Seven days after SCI, the animals were killed by CO_2_ insufflation and immediately perfused transcardially with 250 ml phosphate-buffered saline (PBS) followed by 250 ml 4% paraformaldehyde (PFA) in PBS. The spinal cord was dissected, post fixed in 4% PFA ON and dehydrated in gradient sucrose solutions of 10%, 20% and 30%. The samples were then preserved at -20°C until cryosectioning. Spinal cord tissue was partitioned into a block around the lesion (1.5 cm length with the lesion in the center) and a 0.5 cm block at thoracic level 2 (Th2) rostral to the lesion. The lesion block, including the lesion epicenter and the rostral and caudal regions, was cryosectioned horizontally (30 µm) at the level of RST for evaluation of axonal degeneration. Coronal cryosections of the spinal cord at Th2 level were prepared at a thickness of 30 µm for the evaluation of the RST transduction rate. All samples were stored at -20°C until further evaluation.

## Intravitreal injection, optic nerve crush and live-imaging

For the evaluation of acute axonal degeneration *in vivo*, rat optic nerve crush (ONC) and live-imaging were performed as described previously^15^. In brief, the skin of the deeply anesthetized animal was incised close to the orbital rim, the orbital cavity was opened, and the lacrimal gland was moved to the front or partly removed. The superior rectus muscle was detached from its insertion point and the eye bulb was rotated laterally. The optic nerve was exposed by a longitudinal incision of the optic nerve sheath. Care was taken not to damage the central retinal artery. Before the ONC, the rat was transferred to an Axio Examiner.Z1 microscope (Zeiss, Oberkochen, Germany) equipped with a 40x/1.0 NA water immersion objective for live-imaging. Fluorescent images were taken to verify the labeling of the axons and exclude any damage to the nerve. The crush injury was performed by tightly constricting a 10-0 polyamide suture (Johnson & Johnson, New Brunswick, NJ, USA) around the optic nerve at approximately 1 mm from the insertion of the optic nerve into the eye bulb for 30 s. The knot was left on the nerve for visualization of the crush site. Images were taken in the area of 400-500 µm proximal to the crush site at 5-360 min after crush using ZEN software. Images were recorded as Z-stacks with a 0.45 µm interval. Surgical exposure of the area distal to the crush is difficult and imaging of both the area proximal and distal to the lesion site resulted in extensive bleaching and reduced image quality. We therefore limited imaging to the area of 400-500 µm proximal to the lesion site. During the entire procedure, the animal’s body temperature was maintained on a constant level using a warming pad. If necessary, the animal received subcutaneous fluid injections every 2 hours. At the end of the imaging session, animals were killed by insufflation of CO_2_ and cervical dislocation without regaining consciousness.

## Quantification of LC3 and p62 puncta in the optic nerve

Images were taken in visual fields of 78.5 µm x 78.5 µm at approximately 400 µm proximal and distal to the crush lesion. Intraaxonal LC3 and p62 puncta were quantified with ImageJ software. After conversion into 8-bit, the SMI32 image was threshold adjusted to highlight only SMI32 labeled axons. This image was then subtracted from the LC3 or p62 picture using the image calculator. The resulting image contained intraaxonal LC3 or p62 puncta. Intraaxonal puncta in each picture were counted in a blinded fashion and the number of puncta was normalized to the axon area of the image.

# References

1 Zhang JN, Michel U, Lenz C, Friedel CC, Köster S, D’Hedouville Z *et al.* Calpain-mediated cleavage of collapsin response mediator protein-2 drives acute axonal degeneration. *Sci Rep* 2016; **6**: 1–15.

2 Andrews S. FastQC: a quality control tool for high throughput sequence data. 2010.https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed 14 Dec2018).

3 Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 2013; **29**: 15–21.

4 Anders S, Reyes A, Huber W. Detecting differential usage of exons from RNA-seq data. *Genome Res* 2012; **22**: 2008–17.

5 Durinck S, Spellman PT, Birney E, Huber W. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nat Protoc* 2009; **4**: 1184–91.

6 Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 2014; **30**: 923–930.

7 Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 2014; **15**: 550.

8 Zhang Y, Bilbao A, Bruderer T, Luban J, Strambio-De-Castillia C, Lisacek F *et al.* The Use of Variable Q1 Isolation Windows Improves Selectivity in LC-SWATH-MS Acquisition. *J Proteome Res* 2015; **14**: 4359–4371.

9 Lambert JP, Ivosev G, Couzens AL, Larsen B, Taipale M, Lin ZY *et al.* Mapping differential interactomes by affinity purification coupled with data-independent mass spectrometry acquisition. *Nat Methods* 2013; **10**: 1239–1245.

10 Taylor AM, Blurton-Jones M, Rhee SW, Cribbs DH, Cotman CW, Jeon NL. A microfluidic culture platform for CNS axonal injury, regeneration and transport. *Nat Methods* 2005; **2**: 599–605.

11 Park JW, Vahidi B, Taylor AM, Rhee SW, Jeon NL. Microfluidic culture platform for neuroscience research. *Nat Protoc* 2006; **1**: 2128–2136.

12 Challagundla M, Koch JC, Ribas VT, Michel U, Kügler S, Ostendorf T *et al.* AAV-mediated expression of BAG1 and ROCK2-shRNA promote neuronal survival and axonal sprouting in a rat model of rubrospinal tract injury. *J Neurochem* 2015; **134**: 261–275.

13 Ruitenberg MJ, Eggers R, Boer GJ, Verhaagen J. Adeno-associated viral vectors as agents for gene delivery: application in disorders and trauma of the central nervous system. *Methods* 2002; **28**: 182–194.

14 Ribas VT, Schnepf B, Challagundla M, Koch JC, Bähr M, Lingor P. Early and Sustained Activation of Autophagy in Degenerating Axons after Spinal Cord Injury. *Brain Pathol* 2015; **25**: 157–170.

15 Koch J, Knöferle J, Tönges L, Michel U, Bähr M, Lingor P. Imaging of rat optic nerve axons in vivo. *Nat Protoc* 2011; **6**: 1887–96.

# SI FIGURE LEGENDS:

**Supplementary Fig. 1:** **AAV.ULK1.DN does not affect cell survival *in vitro*. (A)** Scheme of experimental setup for toxicity and cell survival assays. DOP: day of preparation of E18 rat cortical neurons. DIV: day in vitro. AAV: transduction with adeno-associated viral vectors. MC: medium change. STA: addition of staurosporine (30-300 nM) 24 hours before toxilight assay. RAP: addition of rapamycin (750 nM) 24 hours before lysis. **(B)** Luminescence relative to non-transduced control measured by a luminometer after treatment with toxilight reagents measures toxicity for different virus titers (3E6-1E8: 3x10^6^-1x10^8^ TU) on DIV8 (n=3 independent cultures). **(C)** Representative immunoblot of caspase 3 with low exposure (to detect the total protein) and high exposure (to detect its cleaved form). **(D-F)** Quantifications of the band intensities of caspase 3 and its cleaved form (cl. casp. 3) normalized to GAPDH as loading control as well as the cl. casp. 3/ total caspase 3 ratio (n=5 independent cultures). **(G)** Luminescence measured by a luminometer after addition of toxilight reagents quantifies cell death after treatment with different concentrations of the apoptosis-inducing agent staurosporine (0-300 nM) on DIV8 (n=3 independent cultures). Data are presented as single data points and means±SEM. *P<0.05, **P<0.01, N.S.: no significant difference according to one-way ANOVA and Sidak’s multiple comparisons test.

**Supplementary Fig. 2: Transduction with AAV.ULK1.DN does not alter the expression of ULK2.** Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were analyzed by Western blotting. A representative immunoblot of ULK2 is shown on the left, the quantification of band intensities normalized to GAPDH as loading control is depicted on the right (n=5 independent cultures). N.S.: no significant difference according to one-way ANOVA and Sidak’s multiple comparisons test.

**Supplementary Fig. 3: SBI-0206965 increases the number of p62 puncta after optic nerve crush *in vivo*.** **(A)** Scheme of experimental setup. SBI: intravitreal injection of SBI-0206965 or control. ONC: optic nerve crush. IHC: fixation for immunohistochemistry. **(B)** Representative photomicrographs of immunohistochemical staining against the axonal marker SMI-32 (green) and p62 (magenta) in the optic nerve after crush injury and intravitreal injection of SBI or control. Arrows indicate intraaxonal p62 puncta, insets show examples at a higher magnification. Scale bar: 10 µm. **(C)** Quantification of the number of intraaxonal p62 puncta normalized to axon area (20-28 visual fields at approximately 400 µm proximal and distal to lesion, n=5 animals per group). Bars represent single datapoints and means±SEM. *P<0.05 according to one-way ANOVA and Tukey’s multiple comparisons test.

**Supplementary Fig. 4: Analysis of rat spinal cords after injury shows no difference in transduction rate, lesion size and Wallerian degeneration after transduction with AAV.ULK1.DN and AAV.CTRL. (A)** Scheme of experimental setup. AAV: adeno-associated viral vectors. DOI: day of injection of AAV in red nucleus. SCI: spinal cord injury. **(B)** Exemplary coronal sections of the spinal cord at thoracic level 2 after transduction with AAV.CTRL and AAV.ULK1.DN. Scale bar: 500 µm. Inset: higher magnification showing axon labeling in rubrospinal tract. Scale bar: 100 µm. **(C)** Quantification of the total number of labeled axons after transduction with AAV.CTRL and AAV.ULK1.DN (n=5 animals for each viral vector). **(D)** Representative photomicrographs of immunohistochemistry for the Glial fibrillary acidic protein (GFAP, green) in horizontal sections of thoracic spinal cord showing the lesion area after SCI and transduction with AAV.CTRL and AAV.ULK1.DN. Scale bar: 400 µm. **(E)** Quantification of the lesion area after transduction with AAV.CTRL and AAV.ULK1.DN (n=4 animals for each viral vector). **(F)** Exemplary horizontal sections of thoracic spinal cord transduced with control virus and AAV.ULK1.DN depict rubrospinal tract at approximately 4000 µm distal to lesion. mCherry fluorescence is shown in red. Green arrows indicate fragmented axons. Scale bar: 100 µm. **(G)** Quantification of the percentage of degenerated axons caudal to lesion after transduction with AAV.CTRL and AAV.ULK1.DN (n=5 animals for each viral vector). Data are presented as single data points and means±SEM. N.S.: no significant difference according to two-tailed unpaired t-test.

**Supplementary Fig. 5: Overview of the 10 proteins with strongest up- and downregulation in quantitative proteomic profiling after transduction with AAV.ULK1.DN.** Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to proteomics analysis. **(A)** Overview of the 10 proteins with strongest up- and downregulation. GGA3 = Golgi Associated, Gamma Adaptin Ear Containing, ARF Binding Protein 3, GCSH = Glycine Cleavage System Protein H, HSBP1 = Heat Shock Factor Binding Protein 1, ACYP2 = Acylphosphatase 2, PDCD10 = Programmed Cell Death Protein 10, SDC3 = Syndecan 3, CTNNA1 = α-E-Catenin, PTRH2 = Peptidyl-tRNA Hydrolase 2, GOLT1B = Golgi Transport 1B, SNRPB = Small Nuclear Ribonucleoprotein Polypeptide B, SUB1 = Activated RNA Polymerase II Transcriptional Coactivator p15, SHROOM2 = Shroom Family Member 2, TAOK1 = Thousand And One Amino Acid Protein Kinase 1, ATXN2 = Ataxin 2, KPNA1 = Importin Subunit Alpha-1, PAK2 = P21 (RAC1) Activated Kinase 2, ELP2 = Elongator Complex Protein 2, KIFAP3 = Kinesin Associated Protein 3, ALDH1L1 = Aldehyde Dehydrogenase 1 Family Member L1, CST3 = Cystatin-C.

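For gene expression, the deposited exon counts were summed per gene and 14529 genes with sufficient counts were tested with edgeR's quasi-likelihood test. With an adjusted p under 0.05 and an absolute log2 fold change over 1, expression was higher with AAV.ULK1.DN in 26 genes and lower in 282. Among the fits of all cultures judged by both limits, the replicate block moved these numbers most, to 60 higher and 486 lower. The numbers also depended on single cultures. Without AAV.CTRL culture 1, 1 gene was higher and 0 were lower, although 945 higher and 1427 lower genes had an unadjusted p under 0.05. Without AAV.CTRL culture 3, the numbers were 21 and 341. The 10 genes with the largest change, among those with a mean of at least 10 counts that moved the same way in all 3 same-numbered pairs, were all lower. The first was ENSRNOG00000016753, with a log2 fold change of -4.45 (standard error 0.523, adjusted p = 0.0231 from the same test).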

**Supplementary Fig. 6: Overview of the genes with significantly differential expression after transduction with AAV.ULK1.DN.** Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to differential gene expression analysis (n=3 independent cultures). Only significantly regulated genes (FDR-corrected p-value<0.05) are shown. Ulk1 = unc-51 like autophagy activating kinase 1, Rgs2 = regulator of G-protein signaling 2, Trib3 = tribbles pseudokinase 3, Chac1 = ChaC glutathione-specific gamma-glutamylcyclotransferase 1, Stc2 = stanniocalcin 2, Zfhx4 = zinc finger homeobox 4, Fn1 = fibronectin 1, Fst = follistatin, Tnfrsf1a = TNF receptor superfamily member 1A, F3 = coagulation factor III, tissue factor, Itgb5 = integrin subunit beta 5, Vim = vimentin, Kcnj10 = potassium voltage-gated channel subfamily J member 10, Fbln2 = fibulin 2, Igfbp2 = insulin-like growth factor binding protein 2, Serpinh1 = serpin family H member 1, Pmp22 = peripheral myelin protein 22, Fam181b = family with sequence similarity 181, member B, Tst = thiosulfate sulfurtransferase, Olig2 = oligodendrocyte transcription factor 2, Top2a = DNA topoisomerase II alpha, Prc1 = protein regulator of cytokinesis 1, Tk1 = thymidine kinase 1, Mki67 = marker of proliferation Ki-67, Metrn = meteorin, glial cell differentiation regulator, Aif1l = allograft inflammatory factor 1-like, Paqr8 = progestin and adipoQ receptor family member 8, Slc9a3r1 = SLC9A3 regulator 1, Fgfrl1 = fibroblast growth factor receptor-like 1, Bmp7 = bone morphogenetic protein 7, Pon2 = paraoxonase 2, Efhd1 = EF-hand domain family, member D1, Pdpn = podoplanin, Vcam1 = vascular cell adhesion molecule 1, Nes = nestin, Mdk = midkine, Pld1 = phospholipase D1, Tnc = tenascin C, Gramd2b = GRAM domain containing 2B, Parvb = parvin, beta, Inka2 = family with sequence similarity 212, member B, Acss1 = acyl-CoA synthetase short-chain family member 1, Acsf2 = acyl-CoA synthetase family member 2, Cyp7b1 = cytochrome P450 family 7 subfamily B member 1, Jam2 = junctional adhesion molecule 2, Mmp14 = matrix metallopeptidase 14.

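By the adjusted p alone, without the limit on the fold change, 212 genes were higher and 452 were lower with AAV.ULK1.DN. Without an adjustment for the number of genes, 1227 higher and 1698 lower genes had a p under 0.05. The symbols in the legend were not matched to the identifiers in the files here, apart from *Ulk1*, so the listed genes were not tested by name.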

**SUPPLEMENTARY TABLES:**

| **Term** | **Count** | **%** | **P-Value** | **Fold Enrichment** |
| --- | --- | --- | --- | --- |
| GO:0000387~spliceosomal snRNP assembly | 4 | 3.39 | 7.59E-04 | 21.97 |
| GO:0043486~histone exchange | 3 | 2.54 | 0.001438709 | 51.27 |
| GO:0098609~cell-cell adhesion | 6 | 5.08 | 0.011842779 | 4.37 |
| GO:0044210~'de novo' CTP biosynthetic process | 2 | 1.69 | 0.012847345 | 153.82 |
| GO:0042493~response to drug | 9 | 7.63 | 0.020893135 | 2.62 |
| GO:0000398~mRNA splicing, via spliceosome | 4 | 3.39 | 0.025472706 | 6.28 |
| GO:0090168~Golgi reassembly | 2 | 1.69 | 0.025531079 | 76.91 |
| GO:0009052~pentose-phosphate shunt, non-oxidative branch | 2 | 1.69 | 0.031812237 | 61.53 |
| GO:0000395~mRNA 5'-splice site recognition | 2 | 1.69 | 0.038053265 | 51.27 |
| GO:0007049~cell cycle | 4 | 3.39 | 0.042533911 | 5.13 |
| GO:0051683~establishment of Golgi localization | 2 | 1.69 | 0.044254416 | 43.95 |
| GO:0007420~brain development | 6 | 5.08 | 0.046383606 | 3.05 |
| GO:0016192~vesicle-mediated transport | 4 | 3.39 | 0.047969873 | 4.88 |
| GO:0043066~negative regulation of apoptotic process | 8 | 6.78 | 0.04981385 | 2.38 |
| GO:0045454~cell redox homeostasis | 3 | 2.54 | 0.064098477 | 7.21 |
| GO:0006979~response to oxidative stress | 4 | 3.39 | 0.068389859 | 4.21 |
| GO:0006098~pentose-phosphate shunt | 2 | 1.69 | 0.080637949 | 23.66 |
| GO:0046628~positive regulation of insulin receptor signaling pathway | 2 | 1.69 | 0.080637949 | 23.66 |
| GO:0033120~positive regulation of RNA splicing | 2 | 1.69 | 0.086566947 | 21.97 |
| GO:0042542~response to hydrogen peroxide | 3 | 2.54 | 0.090175449 | 5.92 |
| GO:0006754~ATP biosynthetic process | 2 | 1.69 | 0.092458046 | 20.51 |
| GO:2000811~negative regulation of anoikis | 2 | 1.69 | 0.092458046 | 20.51 |
| GO:0043149~stress fiber assembly | 2 | 1.69 | 0.098311484 | 19.23 |
| GO:0009987~cellular process | 2 | 1.69 | 0.098311484 | 19.23 |
| GO:0014070~response to organic cyclic compound | 5 | 4.24 | 0.099094499 | 2.83 |

**Supplementary Table 1: Overview of biological processes annotated to proteins significantly regulated in** **quantitative proteomic profiling after transduction with AAV.ULK1.DN.** Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to proteomics analysis. An enrichment analysis of functional annotations in Gene Ontology (GO) was performed for all significantly regulated proteins. The count of annotated proteins, percentage of annotated proteins (%), p-value and fold enrichment value are given for each GO biological process term. Significantly regulated processes (Modified Fisher Exact P-value<0.05) are outlined in orange.

| **Term** | **Count** | | **%** | **P-Value** | **Fold Enrichment** |
| --- | --- | --- | --- | --- | --- |
| GO:0070062~extracellular exosome | | 51 | 43.22 | 2.87E-14 | 3.08 |
| GO:0005737~cytoplasm | | 56 | 47.46 | 6.11E-06 | 1.71 |
| GO:0005685~U1 snRNP | | 5 | 4.24 | 7.78E-06 | 38.01 |
| GO:0005634~nucleus | | 52 | 44.07 | 1.76E-05 | 1.71 |
| GO:0005683~U7 snRNP | | 4 | 3.39 | 1.91E-05 | 70.96 |
| GO:0005913~cell-cell adherens junction | | 10 | 8.47 | 3.45E-05 | 6.16 |
| GO:0005687~U4 snRNP | | 4 | 3.39 | 6.37E-05 | 49.12 |
| GO:0034709~methylosome | | 4 | 3.39 | 8.08E-05 | 45.62 |
| GO:0005739~mitochondrion | | 24 | 20.34 | 1.15E-04 | 2.39 |
| GO:0034719~SMN-Sm protein complex | | 4 | 3.39 | 1.78E-04 | 35.48 |
| GO:0005682~U5 snRNP | | 4 | 3.39 | 2.10E-04 | 33.61 |
| GO:0005686~U2 snRNP | | 4 | 3.39 | 3.77E-04 | 27.77 |
| GO:0005689~U12-type spliceosomal complex | | 4 | 3.39 | 6.82E-04 | 22.81 |
| GO:0043209~myelin sheath | | 7 | 5.93 | 0.00123469 | 5.85 |
| GO:0005829~cytosol | | 21 | 17.80 | 0.001785607 | 2.11 |
| GO:0005654~nucleoplasm | | 22 | 18.64 | 0.002315532 | 2.01 |
| GO:0071013~catalytic step 2 spliceosome | | 5 | 4.24 | 0.002909345 | 8.40 |
| GO:0005925~focal adhesion | | 9 | 7.63 | 0.003299353 | 3.63 |
| GO:0016020~membrane | | 25 | 21.19 | 0.004046228 | 1.81 |
| GO:0071004~U2-type prespliceosome | | 3 | 2.54 | 0.004891202 | 28.17 |
| GO:0005794~Golgi apparatus | | 13 | 11.02 | 0.005343389 | 2.51 |
| GO:0030529~intracellular ribonucleoprotein complex | | 5 | 4.24 | 0.006670896 | 6.65 |
| GO:0048471~perinuclear region of cytoplasm | | 11 | 9.32 | 0.006671261 | 2.74 |
| GO:0005697~telomerase holoenzyme complex | | 3 | 2.54 | 0.008141574 | 21.77 |
| GO:0016607~nuclear speck | | 5 | 4.24 | 0.012172845 | 5.58 |
| GO:0005681~spliceosomal complex | | 4 | 3.39 | 0.012660827 | 8.19 |
| GO:0005743~mitochondrial inner membrane | | 7 | 5.93 | 0.01345952 | 3.57 |
| GO:0043234~protein complex | | 10 | 8.47 | 0.01390254 | 2.61 |
| GO:0071011~precatalytic spliceosome | | 3 | 2.54 | 0.016791188 | 14.97 |
| GO:0042995~cell projection | | 4 | 3.39 | 0.021951496 | 6.65 |
| GO:0044297~cell body | | 4 | 3.39 | 0.022551973 | 6.58 |
| GO:0030864~cortical actin cytoskeleton | | 3 | 2.54 | 0.030521683 | 10.89 |
| GO:0043005~neuron projection | | 7 | 5.93 | 0.035947002 | 2.84 |
| GO:0097526~spliceosomal tri-snRNP complex | | 2 | 1.69 | 0.042671918 | 45.62 |
| GO:0034715~pICln-Sm protein complex | | 2 | 1.69 | 0.042671918 | 45.62 |
| GO:0000243~commitment complex | | 2 | 1.69 | 0.042671918 | 45.62 |
| GO:0000790~nuclear chromatin | | 5 | 4.24 | 0.045119862 | 3.71 |
| GO:0016342~catenin complex | | 2 | 1.69 | 0.054528856 | 35.48 |
| GO:0005789~endoplasmic reticulum membrane | | 8 | 6.78 | 0.058216972 | 2.30 |
| GO:0005802~trans-Golgi network | | 4 | 3.39 | 0.072181287 | 4.12 |
| GO:0022625~cytosolic large ribosomal subunit | | 4 | 3.39 | 0.091801362 | 3.71 |
|  | |  |  |  |  |

**Supplementary Table 2: Overview of cellular components annotated to proteins significantly regulated in** **quantitative proteomic profiling after transduction with AAV.ULK1.DN.** Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to proteomics analysis. An enrichment analysis of functional annotations in Gene Ontology (GO) was performed for all significantly regulated proteins. The count of annotated proteins, percentage of annotated proteins (%), p-value and fold enrichment value are given for each GO cellular component term. Significantly regulated GO terms (Modified Fisher Exact P-value<0.05) are outlined in orange.

| **Term** | **Count** | **%** | **P-Value** | **Fold Enrichment** | |
| --- | --- | --- | --- | --- | --- |
| GO:0043525~positive regulation of neuron apoptotic process | 3 | 8.33 | 0.007266673 | | 22.63 |
| GO:0047497~mitochondrion transport along microtubule | 2 | 5.56 | 0.010222829 | | 188.55 |
| GO:0085029~extracellular matrix assembly | 2 | 5.56 | 0.011916783 | | 161.61 |
| GO:0050731~positive regulation of peptidyl-tyrosine phosphorylation | 3 | 8.33 | 0.013109104 | | 16.64 |
| GO:0031102~neuron projection regeneration | 2 | 5.56 | 0.015296287 | | 125.70 |
| GO:0007409~axonogenesis | 3 | 8.33 | 0.016999073 | | 14.50 |
| GO:0001764~neuron migration | 3 | 8.33 | 0.018962936 | | 13.68 |
| GO:0008285~negative regulation of cell proliferation | 4 | 11.11 | 0.025528533 | | 6.05 |
| GO:0030182~neuron differentiation | 3 | 8.33 | 0.029412689 | | 10.81 |
| GO:0043547~positive regulation of GTPase activity | 4 | 11.11 | 0.029950269 | | 5.68 |
| GO:0046777~protein autophosphorylation | 3 | 8.33 | 0.040086141 | | 9.12 |
| GO:0048675~axon extension | 2 | 5.56 | 0.043574474 | | 43.51 |
| GO:0007274~neuromuscular synaptic transmission | 2 | 5.56 | 0.05011318 | | 37.71 |
| GO:1901216~positive regulation of neuron death | 2 | 5.56 | 0.05011318 | | 37.71 |
| GO:0007528~neuromuscular junction development | 2 | 5.56 | 0.059840284 | | 31.42 |
| GO:0048709~oligodendrocyte differentiation | 2 | 5.56 | 0.069471067 | | 26.94 |
| GO:0010506~regulation of autophagy | 2 | 5.56 | 0.074250626 | | 25.14 |
| GO:0042594~response to starvation | 2 | 5.56 | 0.086880387 | | 21.35 |
| GO:0007265~Ras protein signal transduction | 2 | 5.56 | 0.094689232 | | 19.51 |

**Supplementary Table 3: Overview of biological processes annotated to genes with significant differential exon expression after transduction with AAV.ULK1.DN.** Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to differential exon expression analysis. An enrichment analysis of functional annotations in Gene Ontology (GO) was performed for all genes with significant differential exon expression. The count of annotated genes, percentage of annotated genes (%), p-value and fold enrichment value are given for each GO biological process term. Significantly regulated processes (Modified Fisher Exact P-value<0.05) are outlined in orange.

| **Term** | **Count** | **%** | **P-Value** | **Fold Enrichment** |
| --- | --- | --- | --- | --- |
| GO:0008017~microtubule binding | 5 | 13.89 | 3.44E-04 | 14.16 |
| GO:0005515~protein binding | 9 | 25.00 | 0.002866453 | 3.37 |
| GO:0005509~calcium ion binding | 5 | 13.89 | 0.024724913 | 4.27 |
| GO:0016887~ATPase activity | 3 | 8.33 | 0.03348841 | 10.02 |
| GO:0031593~polyubiquitin binding | 2 | 5.56 | 0.042905934 | 44.05 |
| GO:0051879~Hsp90 protein binding | 2 | 5.56 | 0.053736955 | 34.98 |
| GO:0048365~Rac GTPase binding | 2 | 5.56 | 0.059873015 | 31.30 |
| GO:0005524~ATP binding | 6 | 16.67 | 0.071890511 | 2.54 |
| GO:0030971~receptor tyrosine kinase binding | 2 | 5.56 | 0.079551717 | 23.32 |

**Supplementary Table 4: Overview of molecular functions annotated to genes with significant differential exon expression after transduction with AAV.ULK1.DN.** . Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to differential exon expression analysis. An enrichment analysis of functional annotations in Gene Ontology (GO) was performed for all genes with significant differential exon expression. The count of annotated genes, percentage of annotated genes (%), p-value and fold enrichment value are given for each GO molecular function term. Significantly regulated GO terms (Modified Fisher Exact P-value<0.05) are outlined in orange.

| **Term** | **Count** | **%** | **P-Value** | **Fold Enrichment** |
| --- | --- | --- | --- | --- |
| GO:0005737~cytoplasm | 19 | 52.78 | 0.002045852 | 1.92 |
| GO:0030426~growth cone | 4 | 11.11 | 0.002495712 | 14.30 |
| GO:0005874~microtubule | 4 | 11.11 | 0.009137822 | 8.97 |
| GO:0030122~AP-2 adaptor complex | 2 | 5.56 | 0.01278247 | 151.18 |
| GO:0043025~neuronal cell body | 5 | 13.89 | 0.016587416 | 4.90 |
| GO:0043005~neuron projection | 4 | 11.11 | 0.034920727 | 5.39 |
| GO:0005875~microtubule associated complex | 2 | 5.56 | 0.04492779 | 42.33 |
| GO:0044295~axonal growth cone | 2 | 5.56 | 0.055415359 | 34.14 |
| GO:0060076~excitatory synapse | 2 | 5.56 | 0.064069539 | 29.40 |
| GO:0014069~postsynaptic density | 3 | 8.33 | 0.070532359 | 6.67 |
| GO:0005768~endosome | 3 | 8.33 | 0.076799024 | 6.35 |
| GO:0005905~clathrin-coated pit | 2 | 5.56 | 0.079453526 | 23.52 |
| GO:0030136~clathrin-coated vesicle | 2 | 5.56 | 0.089572865 | 20.75 |
| GO:0005871~kinesin complex | 2 | 5.56 | 0.091248891 | 20.35 |

**Supplementary Table 5: Overview of cellular components annotated to genes with significant differential exon expression after transduction with AAV.ULK1.DN.** . Lysates obtained from E18 rat cortical neurons on DIV 8 after transduction with AAV.CTRL or AAV.ULK1.DN were subjected to differential exon expression analysis. An enrichment analysis of functional annotations in Gene Ontology (GO) was performed for all genes with significant differential exon expression. The count of annotated genes, percentage of annotated genes (%), p-value and fold enrichment value are given for each GO cellular component term. Significantly regulated GO terms (Modified Fisher Exact P-value<0.05) are outlined in orange.

How the deposited data were processed for this re-analysis (not part of the article)

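RNA was sequenced from rat cortical neurons of 3 independent cultures transduced with AAV.CTRL and 3 transduced with AAV.ULK1.DN. The authors aligned the reads with STAR to rn6 and deposited, for each culture, the raw count of reads per exon bin of the Ensembl annotation, prepared for DEXSeq. No normalization had been applied to these counts. The files also give the number of reads outside all bins, which was 46.3 to 48.1% of these and the bin counts together, and the reads that fell on several genes, 19861 to 22497 per culture. The strand setting and the quality filter of the counting are not named in the paper's text. The fragment counts per gene that the paper used for differential gene expression were not used here.

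The same 246035 bins are listed for all cultures, and 194233 of them, in 21872 genes, had a count in at least 1 culture. The bin counts per culture had a median of 39167748 with AAV.CTRL and 38027081 with AAV.ULK1.DN, with overlapping ranges, so depth did not separate the groups. The 10 most abundant genes took 4.26 to 5.05% of the counts. The precision of each value is limited by the 3 cultures per group, which is shown as an SD. An exact permutation test of 3 against 3 cannot give a p below 0.1.

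Exon usage was tested with the model of DEXSeq, since the paper's methods name that package, rebuilt from the functions of DESeq2 1.42.0 in R 4.3.3. For each bin, a negative binomial model with terms for the sample, the exon and the interaction of exon and condition was compared with a model without the interaction, by a likelihood-ratio test on the bin's count and the summed count of the gene's other bins. Size factors were DESeq2's median ratios over bins and ran from 0.912 to 1.06. Dispersions were DESeq2's shrunken estimates. P-values were adjusted by the Benjamini-Hochberg method over the 171161 bins kept by DESeq2's independent filtering, and a bin passed with an adjusted p under 0.05. Gene expression was tested with the quasi-likelihood test of edgeR 4.0.16 on the summed counts of a gene's bins, after TMM normalization and edgeR's filter on low counts. Following the paper's methods, a gene passed with an adjusted p under 0.05 and an absolute log2 fold change over 1. The summed counts of groups of *Ulk1*, *Kif1b* and *Ddit3* bins were normalized with the same factors and tested in the same way.

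The samples, the design of the main tests and the alternatives were fixed before the data were examined, with these exceptions. An alternative grouping of *Ulk1* bins was added afterwards. So were the tests of the summed counts of E001 to E022 of *Ulk1*, of its bin E028 and of the significant bins of *Kif1b* and *Ddit3*. Checks of the higher *Ddit3* expression by the share of the most abundant genes, DESeq2's size factors and unscaled counts were also chosen afterwards. The same holds for the tests under "Other observations", apart from that of a factor shared by the genes with lower expression. The alternatives were edgeR's diffSpliceDGE on bins with at least 10 counts in all samples together, no independent filtering, only bins with at least 10 counts in every sample, TMM size factors, aggregated genes left out, a gene-level q value, DESeq2 in place of edgeR, DESeq2's size factors in edgeR, no filter on low gene counts, the 1 bin per gene with the highest mean count, the adjusted p alone, each culture left out in turn, and the replicate number as a block. The genes named in the text were those the paper names and could be found, and, among others, the 10 bins and 10 genes with the largest change that passed the threshold, moved the same way in all 3 same-numbered pairs and had a mean of at least 10 counts, of which few are printed.

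The replicate numbers come from the sample labels, and the paper's text does not name a paired design. Across 14529 genes, which are not independent replicates, the deviations of cultures with the same number from their group means had correlations of 0.283 to 0.451, and those of cultures with different numbers had correlations of -0.339 to -0.0179. Same-numbered cultures thus deviated together. With the replicate block, the log2 fold change of *Ulk1* expression was 1.35, as it was without it, and the exon usage test gave 93 bins in place of 70.

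The gene tests of edgeR and DESeq2, the DEXSeq model and diffSpliceDGE were tested on simulated data. These were drawn from the means of the real counts with a known set of changes. Each bin was drawn independently of the other bins of its gene. For bins, false calls were counted in genes without a changed bin, and unchanged bins of changed genes were left out. The replicate block, the gene-level q value and the exact permutation test were not covered. edgeR's gene test recovered 86.3% of the changed genes among 14525 genes, and 3.41% of its calls were false. DESeq2's gene test recovered 86.0% among 21136 genes, with 17.7% false calls. The DEXSeq model recovered 83.5% of the changed bins among 51167 bins of 4000 genes, with 32.4% false calls, more than its nominal rate. diffSpliceDGE recovered 82.3% among 46421 bins, with 6.86% false calls. When the simulated dispersions lay on the fitted trend, the false calls of the DEXSeq model were 26.8% and those of diffSpliceDGE 4.76%. The bins of a gene may vary together between real cultures, which these simulations leave out. The percentages for bins therefore do not give the rates of false calls in the real data.

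The files identify genes by Ensembl identifier. Names were taken for *Kif1b* and *Ddit3* from the identifiers printed in Fig. 7f, g, and for *Ulk1* from its 28 significant bins. The gene list of Supplementary Fig. 6, the chromosomes of the genes and the genes of the proteins measured by immunoblot were therefore not analysed here, although this had been planned, and neither was the Gene Ontology enrichment. No coordinates were used here.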

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

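The test of the share of the most abundant genes and the comparison of unscaled counts were chosen only after the result was seen. The settings behind the other tests were chosen earlier, although DESeq2's size factors were taken as a test of this pattern only after their result was seen.

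The paper does not discuss the expression of *Ddit3* as a whole gene, and in these data it was higher with AAV.ULK1.DN than in the control cultures. The log2 fold change was 0.85 (standard error 0.158, adjusted p = 0.0301 from edgeR's quasi-likelihood test), with all 3 cultures with AAV.ULK1.DN above all 3 with AAV.CTRL. It passed by the adjusted p alone, as it lies below the limit of 1 on the absolute log2 fold change used to count genes. With the replicate number as a block, it was 0.85 (adjusted p = 0.00241). With DESeq2's size factors in place of TMM, the log2 fold change was 0.85, but both methods scaled these libraries almost alike, so the comparison does not test the normalization of library size. With 1 bin per gene it was 0.89, so it does not come from fragments counted in several bins. With 1 culture left out it was at least 0.73, so no single culture carries it, although the adjusted p passed the threshold in only 1 of these 6 fits. The 10 most abundant genes took a share of counts that differed between the groups' means by -0.186 percentage points, and the ranges of the groups overlapped. AAV.ULK1.DN was also given at 9000000 transducing units per well against 5000000 for AAV.CTRL, and the labels name no batches. The paper reports equal transduction rates and only minor toxicity at these amounts. The size factors ran from 0.912 to 1.05 with AAV.CTRL and from 0.950 to 1.06 with AAV.ULK1.DN. Before any scaling, each of the bins E002 to E005 had more counts in every AAV.ULK1.DN culture than in every AAV.CTRL culture. In E006 the groups overlapped. These values argue against the normalization as the source of the increase. A batch shared by same-numbered cultures was covered by the block, with which the value stayed at 0.85. An effect of the amount of vector, or of a batch that coincides with the groups, was not tested. Neither could be told apart from an effect of ULK1.DN. As a hypothesis, the transgene, the amount of vector or an unrecorded batch may have raised *Ddit3* transcripts.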

How the results depend on the processing

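The second grouping of *Ulk1* bins, with and without the replicate block, was chosen after seeing the data. The numbers of *Ulk1* bins with higher and with lower usage, *Ulk1* gene expression and the abundance of the first grouping of *Ulk1* bins kept their direction and their side of the threshold under every alternative run.

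The 70 bins of 32 genes with differential exon usage became 37 bins of 10 genes with edgeR's diffSpliceDGE, or 10 bins of 9 genes without *Ulk1*. With at least 10 counts in every sample, 21 genes passed, and 19 passed with the gene-level q value. Leaving out a culture gave 46 to 87 bins of 13 to 39 genes. The replicate block gave 93 bins of 47 genes. Of the genes in Fig. 7d, 29 had a counterpart, which became 19 with at least 10 counts in every sample, 6 with diffSpliceDGE and 10 to 21 with a culture left out. A chance level was drawn for the main fit only. The cause was not tested.

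The usage of *Kif1b* E003 lay between 1.81 and 2.57 on the log2 scale with a culture left out, and passed the threshold in 1 of these 6 fits. With all cultures it passed under every alternative run, with 1.87 by diffSpliceDGE and 2.06 with the replicate block. The usage of *Ddit3* E006 passed in 0 of 6, from -0.68 to -0.54, although the unadjusted p was at most 7.18e-04 in each. It also did not pass with the replicate block (-0.62) and with diffSpliceDGE (-0.57). The cause was not tested. E006 had a mean under 100 normalised counts in both groups, so counting error adds to the spread between cultures in this bin.

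The 26 genes with higher expression became 42 with DESeq2, 40 without a filter on low counts, 60 with the replicate block and 212 by the adjusted p alone. The 282 with lower expression became 486 with the replicate block and 452 by the adjusted p alone. With a culture left out, 1 to 26 genes were higher and 0 to 341 lower. In the 3 fits with 0 lower genes, 1314 to 1452 had an unadjusted p under 0.05. The cause was not tested.

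The summed count of the *Ulk1* bins outside the first grouping had a log2 fold change of 0.73. It lay between 0.63 and 0.80 with a culture left out and passed the threshold in 4 of 6 such fits. For the bins outside the second grouping it was 0.25 and did not pass, while with the replicate block it was 0.26 and passed. Among these bins, E028 had a log2 fold change of 1.02 and E001 to E022 together -0.14, so the rise lay in E028. *Kif1b* gene expression, at -0.03, lay between -0.070 and 0.013 with a culture left out. Its sign changed without AAV.CTRL culture 3 (0.013) and without AAV.ULK1.DN culture 1 (2.8e-04), and it never passed the threshold. The cause was not tested. Of 105 comparisons of the remaining single genes and bins, 82 kept their direction and side of the threshold, 21 were weaker, 0 were stronger and 2 were these changes of sign.

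The genes of Supplementary Fig. 6 and the chromosomes were not tested, as the identifiers were not paired with names here.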

Differences from the paper's values

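Supplementary Fig. 6 of the paper lists 46 genes with significantly different expression, which is the paper's number. In the summed exon counts, 308 genes passed both of the paper's thresholds in edgeR's quasi-likelihood test. Of the 12 alternatives, all set before the data were examined, none closed the gap. None of them used the paper's fragment counts per gene or the older DESeq2 release that its methods name. The paper's own measure was therefore not run here, and its fold changes may not be on the same footing as these. DESeq2 gave 462 genes, DESeq2's size factors in edgeR 306, no filter on low counts 425, the 1 bin per gene with the highest mean count 223, the replicate block 546 and the adjusted p alone 664. The fits that left out AAV.CTRL cultures 1, 2 and 3 gave 1, 1 and 362 genes, and those that left out AAV.ULK1.DN cultures 1, 2 and 3 gave 2, 81 and 165.

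Fig. 8 of the paper draws *Ddit3* with an arrow pointing down. The usage of its bin E006 had a log2 fold change of -0.62, while the summed count of the gene had a log2 fold change of 0.85 in the direction of AAV.ULK1.DN.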

Other observations

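Of the tests in this part, only that of a factor shared by the genes with lower expression was chosen before its result was seen.

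The 6 cultures can be split into groups of 3 in 10 ways. Only 4 of these splits part all same-numbered cultures as the real one does. Among these 4, the real split was the 1 with 308 genes past both thresholds of the gene test, and the others gave 0, with 53 to 201 genes at an unadjusted p under 0.05 against 2925. The other 6 splits, which part 1 same-numbered pair, also gave 0 genes, with 593 to 841 at an unadjusted p. With edgeR's exon-level test, the real split was the 1 of 4 with 37 bins and the 1 of 4 with 10 genes, and the others gave 0 to 1, with 347 to 555 bins at an unadjusted p under 0.05 against 1185. Most bins of the real split belong to *Ulk1*, which the transgene raises in that split, so the comparison of bins says little about other genes. Without *Ulk1*, the real split gave 10 bins of 9 genes, and the other 3 comparable splits 0 to 1. The 6 splits of the other kind gave 1 to 16 bins of 1 to 15 genes, none in *Ulk1*. A split of AAV.CTRL 1 and 2 and AAV.ULK1.DN 1 from the rest thus gave more bins outside *Ulk1* and more genes than the real split. With 4 comparable splits, a grouping by chance cannot be ruled out at the usual level.

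The lower usage of *Ulk1* bins E001 to E022 may follow from the reads of E023, E024, E025 and E027, which enlarge the total against which usage is taken. If transcripts with E001 to E022 had become less abundant, the summed count of these bins would have fallen relative to the library. It had a log2 fold change of -0.14 (standard error 0.103, adjusted p = 0.515 from edgeR's quasi-likelihood test), from -0.25 to -0.07 with a culture left out. With the replicate number as a block it was -0.14 (standard error 0.0573, adjusted p = 0.162), so a fall past the threshold was not detected. The summed count was, however, lower with AAV.ULK1.DN in each same-numbered pair. As a hypothesis, usage fell in these bins because the transgene adds reads to others, and a small decrease of the endogenous transcript is not excluded.

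The lower usage of *Ddit3* E006 is a candidate for the same explanation. The count of E006 relative to the library had a log2 fold change of 0.29 (standard error 0.219, adjusted p = 0.538 from the same test) and the other bins together 0.92 (standard error 0.161, adjusted p = 0.0257). E006 had a log2 fold change of 0.29 (standard error 0.177, adjusted p = 0.335) with the replicate number as a block, and it was higher with AAV.ULK1.DN in each same-numbered pair. E006 therefore did not fall, and the rest of the gene rose more, which could come from a transcript without E006. Which transcript was not tested.

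In 11 of the 42 bins outside *Ulk1* that passed, the other bins of the gene moved more than the bin itself, and in 31 the bin moved more. These bins were selected for a difference from the rest of their gene, and a single bin varies more than the sum of the others, so the numbers do not tell how often a change in the rest of the gene lies behind a change of usage.

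*Kif1b* E003 stood alone. The higher mean of its 2 neighbours was 0.774% of its own. Of 58316 bins with a mean of at least 100 normalised counts, 32 (0.0549%) were as isolated. The reads of E003 may come from transcripts that do not join it to the neighbouring bins, or from reads that belong elsewhere. Neighbouring bins can also be alternative exons that are rarely used, so the low counts beside E003 do not tell these explanations apart. No genome sequence was used here to test it.

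More genes were lower (282) than higher (26) with AAV.ULK1.DN. The mean deviation of the 282 lower genes from the mean of their own condition was 0.04, 0.47 and -0.51 on the log2 scale in AAV.CTRL cultures 1, 2 and 3 and -0.35, 0.23 and 0.12 in AAV.ULK1.DN cultures 1, 2 and 3. The SD of these 6 values was 0.367, against a median of 0.0470 and a maximum of 0.0827 in 1000 lists of other genes matched on mean count, and it lay at percentile 100 of these lists. These genes may thus share a factor that also varies between cultures of the same condition. Genes that are expressed together always vary together more than random lists, so the test does not say what the factor is. A difference in the make-up of the cultures is a candidate explanation that was not tested, since the genes could not be named here.

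The reads recorded outside all exon bins made up 46.3 to 48.1% of the sum of these reads and the bin counts in each culture. A fragment may be counted in several bins, so this is not a share of reads. At the same time, the reads shared between genes were few (19861 to 22497 per culture). The highest value, 48.1%, could come from counting by strand in a library without strand information, but since the bin counts are not numbers of reads, the value does not test this. It could also come from unspliced RNA or from incomplete annotation, which the files do not tell apart. The percentages of the groups overlapped, with 47.0 to 47.6% for AAV.CTRL and 46.3 to 48.1% for AAV.ULK1.DN.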
